# Resident macrophage subpopulations occupy distinct microenvironments in the kidney

**DOI:** 10.1172/jci.insight.161078

**Published:** 2022-10-24

**Authors:** Matthew D. Cheung, Elise N. Erman, Kyle H. Moore, Jeremie M.P. Lever, Zhang Li, Jennifer R. LaFontaine, Gelare Ghajar-Rahimi, Shanrun Liu, Zhengqin Yang, Rafay Karim, Bradley K. Yoder, Anupam Agarwal, James F. George

**Keywords:** Immunology, Nephrology, Bioinformatics, Innate immunity, Macrophages

## Abstract

The kidney contains a population of resident macrophages from birth that expands as it grows and forms a contiguous network throughout the tissue. Kidney-resident macrophages (KRMs) are important in homeostasis and the response to acute kidney injury. While the kidney contains many microenvironments, it is unknown whether KRMs are a heterogeneous population differentiated by function and location. We combined single-cell RNA-Seq (scRNA-Seq), spatial transcriptomics, flow cytometry, and immunofluorescence imaging to localize, characterize, and validate KRM populations during quiescence and following 19 minutes of bilateral ischemic kidney injury. scRNA-Seq and spatial transcriptomics revealed 7 distinct KRM subpopulations, which are organized into zones corresponding to regions of the nephron. Each subpopulation was identifiable by a unique transcriptomic signature, suggesting distinct functions. Specific protein markers were identified for 2 clusters, allowing analysis by flow cytometry or immunofluorescence imaging. Following injury, the original localization of each subpopulation was lost, either from changing locations or transcriptomic signatures. The original spatial distribution of KRMs was not fully restored for at least 28 days after injury. The change in KRM localization confirmed a long-hypothesized dysregulation of the local immune system following acute injury and may explain the increased risk for chronic kidney disease.

## Introduction

Macrophages are ubiquitous in the kidney (1). They perform numerous functions within the kidney, including integration of signals related to tissue health, phagocytosis of debris and apoptotic cells, defense against infectious agents entering via the urinary tract, and response to physical injury or damage by pharmacologic agents. In a normal murine kidney, macrophages constitute approximately 50%–60% of CD45^+^ immune cells, and of those, the majority are tissue resident, having seeded into the kidney in embryonic and early life from the fetal yolk sac, fetal liver, and bone marrow (2). Kidney-resident macrophages (KRMs) are defined as such because they are replenished primarily through self-renewal and receive no further input from the peripheral circulation (3, 4). The KRM population can be distinguished from infiltrating macrophages by their high expression of F4/80 (also known as Emr1 and Ly71) and intermediate expression of CD11b (integrin α_m_β_2_, also known as Mac-1) (5). Infiltrating macrophages, which are exclusively bone marrow derived, turnover within 2 weeks (3) and express lower levels of the F4/80 antigen and higher levels of CD11b (F4/80^int^, CD11b^hi^). Parabiosis studies following an ischemic event show that these characteristics do not change after kidney injury (3).

Kidney macrophages are known to be important in acute kidney injury (AKI), but their conflicting roles in the pathogenesis of and recovery from injury are poorly understood. In models of AKI, such as kidney ischemia/reperfusion injury in mice, the extent and timing of macrophage depletion affect the outcome of injury (6, 7).

KRMs are distributed throughout the kidney, which contains distinct physiological microenvironments along the nephron. Macrophage location has been shown to affect function in other organs/tissues (8–12). Therefore, KRMs may have specialized functions tailored to the local cellular environment and may possess transcriptional programs to respond distinctly to acute injury. We have previously shown in an ischemia/reperfusion injury model that there are changes in the expression of selected surface molecules, such as MHC II, and in transcriptional programming, as measured by bulk mRNA sequencing (3). It is not clear if the observed transcriptomic and phenotypic shifts reflect alterations in global macrophage programming or previously indistinguishable subpopulations.

We used single-cell RNA-Seq (scRNA-Seq) and spatial transcriptomics to demonstrate that KRMs consist of at least 7 major subpopulations localized to defined zones within the kidney. The distinct transcriptomic programs of each subpopulation suggest specialized functions, including type I IFN responses, heme/iron metabolism, inflammation, or antibacterial responses. Following acute ischemic injury, the transcriptomic programming is altered, and the delineation of the subpopulations within specific zones is lost and does not return to normal by 28 days after injury, possibly reflecting chronic immune dysregulation.

## Results

### Generation of a comprehensive single-cell KRM data set.

We performed scRNA-Seq on CD45^+^TCRb^–^CD19^–^NK1.1^–^Gr-1^–^CD11b^int^F4/80^hi^ KRMs identified and sorted by flow cytometry as described previously (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.161078DS1) (3). The KRMs were obtained from the kidneys of quiescent (uninjured) mice and those subjected to 19 minutes of bilateral warm ischemia (37°C ± 1°C rectal temperature) under ketamine-xylazine anesthesia (Figure 1A). Histologic changes and serum creatinine confirmed the initial injury on day 1 after ischemia, with observed hypercellularity and an average increase of 0.21 mg/dL in serum creatinine and subsequent recovery of function from days 6 to 28 after injury (Figure 1, B and C). 

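The scRNA-Seq data comprised 15 libraries of sorted kidney cells, 3 mice in each of 5 groups: quiescent kidneys and kidneys 12 hours, 1 day, 6 days, and 28 days after ischemia. In this droplet assay each captured transcript carries a unique molecular identifier (UMI), so that a value is the number of distinct transcripts of a gene counted in 1 cell. The authors aligned the reads to GRCm38 with Cell Ranger 6.0 and provided the raw counts of each library. The quiescent libraries held 1206 to 1572 cells and 6148950 to 8005603 UMIs each (median 6607803), against 8346 to 9284 cells and a median of 35707624 UMIs at 12 hours, 4808 to 6594 cells and 25144607 UMIs at day 1, 1533 to 3316 cells and 11243401 UMIs at day 6, and 14154 to 15117 cells and 49762160 UMIs at day 28. The paper describes 1 KRM gate for every library (lymphocytes and Gr-1+ cells excluded, CD11b-intermediate and F4/80-high). The sample labels name F4/80-high CD11b-intermediate cells for quiescent kidneys and day 6, CD45+ cells for 12 hours, and CD11b+ cells for days 1 and 28. The list of genes counted differed as well, with a larger list at 12 hours and day 28 than in the quiescent, day 1, and day 6 libraries, and the 30406 genes that both lists hold were used. Day 6 is therefore the time that shares both the labeled gate and the gene annotation with quiescence.
Cells with 200 to 2500 detected genes were kept (90276 of 97959). Clusters of all cells were named by marker transcripts of macrophages, other leukocytes, and kidney cells, and the cells of macrophage-like clusters were taken as KRMs. KRMs were clustered again on 3000 variable genes and 30 principal components with a correction between libraries (resolution 0.4). From that clustering, and from the marker lists by which its clusters were matched to the paper's numbers, 26 transcripts that the paper uses to describe its subpopulations were left out (held-out genes), so that each could be measured in clusters it had not shaped. Group differences were tested with edgeR on UMIs summed per mouse, with the Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Levels are given in CPM, the UMIs of a gene scaled to a common total per sum, as mean ± SD over 3 mice, and log2 fold changes with their SE.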

Samples from 3 quiescent mice and 3 mice each at 12 hours and days 1, 6, and 28 days after injury were sequenced using the 10X Genomics 3′ Chromium platform. In total, 58,304 KRMs were sequenced and retained based on the expression of *Adgre1* (F4/80), *Itgam* (CD11b), and C1qa (3, 13). 

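Selecting macrophage-like clusters gave 60824 KRMs here: 3657 from quiescent kidneys, 8160 at 12 hours, 8674 at day 1, 5019 at day 6, and 35314 at day 28. They formed 9 of 20 clusters of all cells. Macrophage-like cells made up 94.08% ± 1.22% of quiescent and 96.03% ± 2.45% of day 6 cells (F4/80-high gate in the labels), 34.76% ± 3.86% at 12 hours (CD45+ gate), and 54.34% ± 7.63% and 84.85% ± 2.4% at days 1 and 28 (CD11b+ gate). Neutrophil-like cells, led by *S100a9*, *Retnlg*, and *S100a8*, made up 25.05% ± 4.1% of the 12-hour cells, and monocyte-like cells, most of them led by *Chil3* and *Vcan*, 11.97% ± 1.46% there and 27.63% ± 8.82% at day 1. These shares describe what each gate let through and not the composition of the kidney.
Counting instead each cell with at least 1 UMI of *Adgre1* (chromosome 17, 57358691 to 57483527) and of *C1qa* gave 37570 cells, and requiring *Itgam* as well gave 16869. More than 4 UMIs of *C1qa*, a reading of the C1q level in the labels of days 1 and 28, gave 57830. Among macrophage-like cells *Adgre1* had a UMI in 83.76% at quiescence (median 4727 UMIs per cell), 43.19% at 12 hours (3907.5), 44.89% at day 1 (3183.5), 68.7% at day 6 (4032), and 61.05% at day 28 (2430). In proximal tubule-like cells, which should lack it, the share was 4.68% at quiescence (1677 UMIs per cell) and 12.69% at day 28 (1502). *Itgam* had a UMI in 17.88% of quiescent and 58.53% of 12-hour macrophage-like cells, so a rule that needs its transcript keeps unequal parts of the libraries. By contrast, *C1qa* had a UMI in 95.74% to 99.1% of macrophage-like cells at all 5 times.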

The data from all time points were integrated using Harmony to facilitate a direct comparison of the analyses at each time point by minimizing batch effects and nonbiologic variation. After quality control, 3000 variable genes were identified for all groups, and after normalization and scaling, the cells were clustered. Dimensional reduction using uniform manifold approximation and projection (UMAP) resolved 13 clusters (Supplemental Figure 2A). Elimination of contaminating kidney parenchymal cells and clusters constituting equal to or less than 1% of the total number of cells left 7 clusters, indicating that the KRM population is composed of at least 7 major distinct subpopulations with unique transcriptomic signatures (Figure 2A and Supplemental Figure 2B). 

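In this clustering, without the 26 held-out genes, the KRMs parted into 12 clusters, of which 4 of the paper's subpopulations could be named: clusters 0, 2, 3, and 6. Cluster 0 gathered 3 clusters with 27.67%, 13.82%, and 9.91% of KRMs in which no subpopulation list scored high. Cluster 3 held 13.03% and was led by *Cxcl2*, *Fos*, *Il1b*, and *Egr1*, cluster 2 held 7.18% with *Ctsd*, *Lgals3*, and *Fabp5*, and cluster 6 held 2.96% with *Cxcl9*, *Cxcl10*, and *Isg15*. Another 4 clusters (23.99% of KRMs) were left unnamed, the largest of them, with 16.45%, led by mitochondrial transcripts. The unnamed clusters with 16.45%, 3.93%, 2.34%, and 1.27% of all KRMs held 14.16%, 1.86%, 2.05%, and 0.74% of quiescent KRMs. The last 2 clusters, under the 1% limit, held 0.85% of KRMs, led by *Ccl8*, *Fcrls*, and *Pf4*, and 0.59%, led by *Thbs1*, *Fn1*, and *Spp1*.
How many subpopulations were named depended on the selection and the resolution. KRMs chosen by more than 4 UMIs of *C1qa*, an alternative added after the data were seen, parted into 17 clusters and 6 named subpopulations (0, 2, 3, 4, 5, and 6). A resolution of 0.8, a limit of 10% mitochondrial UMIs, or no upper limit on detected genes named 5 (0, 2, 3, 5, and 6), while log-normalization or keeping the held-out genes named 4, and keeping them at a resolution of 0.8, also added after the data were seen, named 6. Cluster 1 could be named only when the correction between libraries was left out, and there it held 74.04% ± 2.55% of quiescent KRMs and 0.01% of those at 12 hours and at day 28. KRMs with at least 1500 UMIs were also thinned to 1500 and assigned to the nearest cluster mean of log-normalized counts, without new clustering. Of these, 76.54% were placed in their own cluster. KRMs with fewer UMIs were left out there, 10.8% at quiescence, 4.39% at 12 hours, 6.43% at day 1, 21.22% at day 6, and 20.1% at day 28. KRMs at full depth were not assigned in this manner. Effects of depth and of the assignment therefore cannot be told apart in the shares after thinning.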

KRMs were distinguished from parenchymal cells by expression of canonical markers such as of C1qa (Figure 2B) (13).

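*C1qa* encodes a chain of complement C1q and lies on chromosome 4 (136895917 to 136898803, ENSMUSG00000036887). In quiescent libraries it averaged 6552.3 CPM in macrophage-like cells against 605.3 CPM in proximal tubule-like cells. At least 1 UMI of *C1qa* was found in 99.1% of the former (median 4727 UMIs per cell) and 20.47% of the latter (1677), and more than 4 UMIs in 91.66% and 4.68%. Neutrophil-like cells of the 12-hour libraries had a UMI of *C1qa* in 17.62% of cells (median depth 1367), and shares of this size are read as free RNA. *C1qa* was itself 1 of the 8 transcripts by which macrophage-like clusters were named. Summed over KRMs, its level was 6720 ± 395 CPM at quiescence, 7420 ± 570 at 12 hours, 6750 ± 597 at day 1, 6130 ± 557 at day 6, and 7750 ± 356 at day 28, with no difference from quiescence that passed the edgeR test (adjusted p = 0.16 to 0.969).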

### Delineation of transcriptionally distinct KRMs in quiescent mice.

We initially analyzed the quiescent samples to characterize the 7 major subpopulations in the uninjured state (Figure 2A). A heatmap of the top 5 significant differentially expressed genes (DEGs) in each cluster illustrates distinct transcriptional profiles and provides potential markers for identification (Figure 2C). 

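All of the clusters named here differed from the other quiescent KRMs in held-out genes, which had no part in making the clusters. Of the 26, cluster 0 had 3 higher and 23 lower, cluster 2 10 and 13, cluster 3 14 and 6, and cluster 6 4 and 8. Without the correction between libraries cluster 0 had 3 higher and 4 lower. Adjusted over the list alone, the counts were 3 and 23, 10 and 14, 14 and 6, and 6 and 11. Over all genes tested, 723 were higher and 838 lower in cluster 0 (9537 tested), 260 and 361 in cluster 2 (9254), 798 and 648 in cluster 3 (9307), and 239 and 92 in cluster 6 (9261). These wider counts include the genes on which the clusters were made. The tests compare the KRMs of a cluster with the other KRMs of the same mouse, summed over each and with the mouse as a factor, in 3 quiescent mice.

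**Figure D1:**
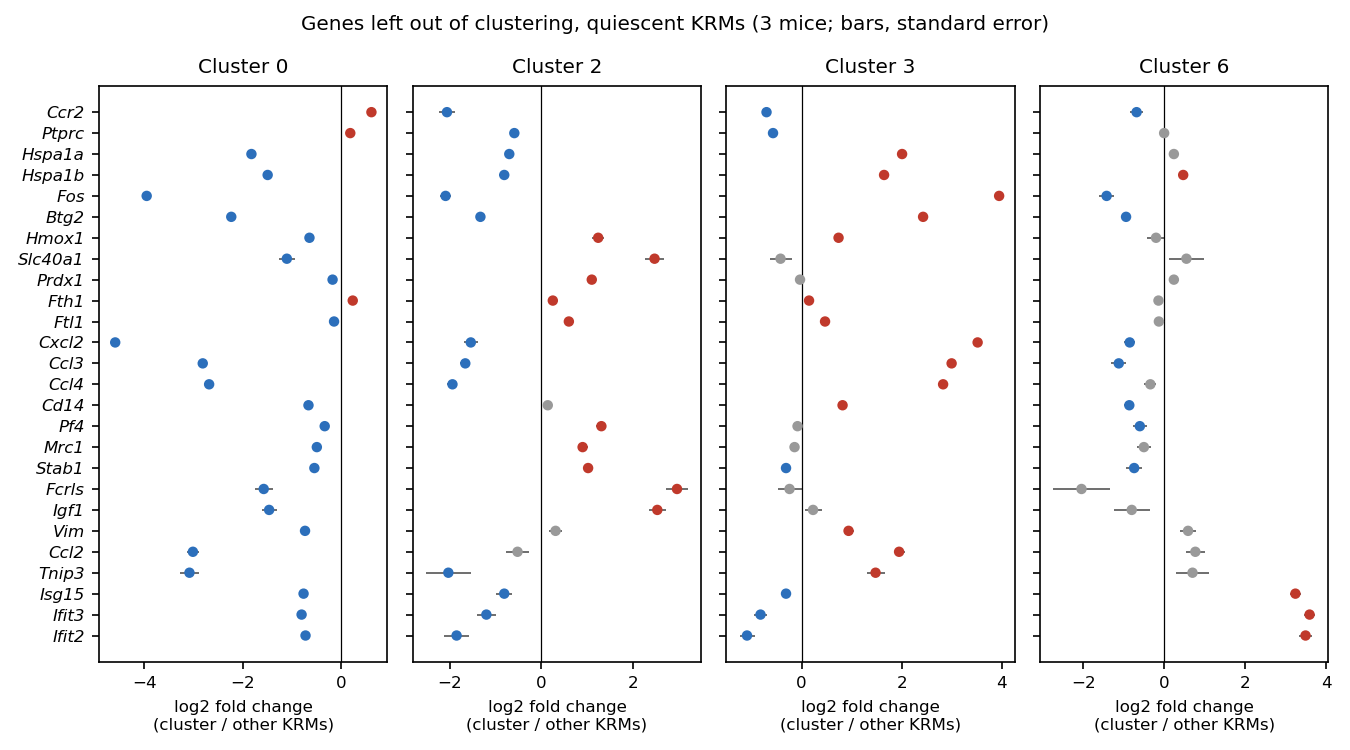
Log2 fold change with SE of 26 held-out genes in clusters 0, 2, 3, and 6 against the other quiescent KRMs of 3 mice. Red, higher and blue, lower past the threshold of 0.05 after adjustment. Gray, not past it.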

Very few transcripts were uniformly expressed at high levels in cluster 0, although *Ccr2* and *Ptprc* (CD45) were among the DEGs that defined this cluster (Figure 2C). 

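*Ccr2*, the receptor for the chemokine *Ccl2* (chromosome 9, 124101950 to 124113557, ENSMUSG00000049103), was 1.54-fold higher in quiescent cluster 0 than in the other KRMs of the same mice (339 ± 75.3 against 219 ± 42.3 CPM). Its log2 fold change was 0.62 (SE 0.06, adjusted p = 2.2e-24, edgeR, higher in 3 of 3 mice). *Ptprc* (chromosome 1, 138062861 to 138175708), which encodes CD45, was 1.14-fold higher (1080 ± 6.22 against 947 ± 16.3 CPM, log2 0.19, SE 0.04, adjusted p = 1.1e-04). Without the correction between libraries neither gene passed the test in cluster 0 (log2 0.22 and 0.11). The other held-out gene that was higher, *Fth1* (log2 0.24), was lower without that correction (log2 -1.26).
Among the held-out genes, most of which the paper names for other clusters, cluster 0 stood apart mostly by lower expression. Over all genes tested 723 were higher and 838 lower. *Cxcl2* stood at 54.6 ± 23.9 CPM against 1290 ± 353 elsewhere (log2 -4.59), *Fos* was lower by a log2 of -3.95 (2200 ± 309 CPM elsewhere), and *Tnip3* and *Ccl2* were lower by log2 values of -3.08 and -3.01. Because the other KRMs include cluster 3, these values also reflect how high those transcripts are there. Cluster 0 was named where no list of the other subpopulations scored high, so lower transcripts of those programs are partly built in. Of 12 resident macrophage transcripts 7 were higher, among them *Cx3cr1*, *P2ry6*, *Tgfbr1*, and the 3 C1q genes, while *Maf* and *Csf1r* were lower. *Cx3cr1*, *P2ry6*, and *Tgfbr1* belong to the list that described this cluster.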

The top DEGs in the remaining 6 clusters indicated at least one specific function. 

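No cluster of the main analysis could be matched to cluster 1, so the genes named for it were followed in every cluster instead. Heat shock and immediate early transcripts were higher in quiescent cluster 3. Its match rested on 12 transcripts such as *Il1b* and *Tnf*, of which 7 (*Egr1* among them) are immediate early genes, so the rise of that class there is partly built in. *Fos*, a component of the AP-1 transcription factor (chromosome 12, 85473890 to 85477273, ENSMUSG00000021250), reached 4090 ± 525 CPM there against 265 ± 36.9 in the other KRMs, a 15.5-fold difference (log2 3.95, SE 0.05). *Btg2*, an antiproliferative cofactor (chromosome 1, 134075170 to 134079120), was 5.39-fold higher (2900 ± 245 against 539 ± 41.8 CPM, log2 2.43, SE 0.05). The inducible HSP70 genes *Hspa1a* and *Hspa1b*, neighbors on chromosome 17 (34969190 to 34972156 and 34956436 to 34959238), were 4.03-fold and 3.14-fold higher (2030 ± 262 against 512 ± 142 and 1430 ± 193 against 463 ± 136 CPM). All 4 passed the edgeR test and were higher in 3 of 3 mice. Without the correction between libraries their log2 fold changes in cluster 3 were smaller: 2.20 for *Fos*, 0.81 for *Btg2*, and 1.30 for *Hspa1a*.
In cluster 0 the same genes were lower than in the other KRMs, *Hspa1a* by a log2 of -1.82. Cluster 6 carried *Hspa1b* at a slightly higher level (log2 0.47, adjusted p = 0.00314, edgeR), a call that was lost without quiescent replicate 3. The paper proposes that such transcripts may reflect homeostatic function or a readiness to respond during dissociation. The sections, which were not dissociated, could not settle this. Compared there were 19 immediate early and chemokine transcripts of cluster 3, and no heat shock gene. Relative to the C1q genes, 5 of the 19 were at least 4-fold lower in quiescent sections than in KRMs (*Cxcl2* 29.5-fold, *Fos* 4.12-fold, and *Ccl3*, *Ccl4*, and *Fosb*). Of the others 13 were higher in the sections, but so were 7 of 9 resident macrophage transcripts taken as a control.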

Cluster 1 expressed heat shock protein transcripts and the *Fos* and *Btg2* transcription factor/cofactors, which are associated with the immediate early response (Figure 2C). These transcripts may be involved in homeostatic function or may indicate priming toward the immediate early response by this cluster, allowing for cluster 1 to preferentially upregulate the immediate early response during the dissociation protocol. Cluster 2 exhibited increased transcription of heme oxygenase-1 (*Hmox1*), which is the rate-limiting step in the degradation of heme into iron, biliverdin, and carbon monoxide. Notably, we also observed increased expression of ferroportin (*Slc40a1*), peroxiredoxin (*Prdx1*), ferritin heavy chain (*Fth*), and ferritin light chain (*Ftl*), which supports the supposition that heme/iron handling is an important function of cluster 2 (Figure 2C and Supplemental Figure 3A). 

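The paper takes *Hmox1*, *Slc40a1*, *Prdx1*, and the ferritin chains as support for heme and iron handling in cluster 2. All 5 of these genes were held out of the clustering and all 5 were higher in quiescent cluster 2 than in the other KRMs of the same 3 mice. Ferroportin, *Slc40a1* (chromosome 1, 45908068 to 45926523, ENSMUSG00000025993), had the largest difference, 5.52-fold (98.0 ± 50.0 against 17.4 ± 5.47 CPM, log2 2.47, SE 0.21, adjusted p = 9.7e-19, edgeR). *Hmox1* (chromosome 8, 75093621 to 75100589, ENSMUSG00000005413) was 2.37-fold higher (244 ± 99.8 against 103 ± 12.9 CPM, log2 1.24, SE 0.13), and *Prdx1*, which removes peroxides (chromosome 4, 116685544 to 116700822), 2.14-fold (908 ± 187 against 428 ± 45.4 CPM, adjusted p = 9.7e-18). The ferritin chains changed less, *Ftl1* (chromosome 7, 45457944 to 45459884) by a log2 of 0.60 (SE 0.08, adjusted p = 5.5e-10) and *Fth1* (chromosome 19, 9980598 to 9985098) by 0.25 (SE 0.08, adjusted p = 0.019). *Fth1* stood at 9920 ± 1540 against 8280 ± 670 CPM, and its call was lost without quiescent replicate 1 or replicate 3. Among KRMs chosen by *C1qa*, cluster 2 differed more, with log2 values of 3.92 for *Slc40a1*, 2.08 for *Hmox1*, 2.01 for *Prdx1*, 1.27 for *Ftl1*, and 0.91 for *Fth1*.
Cluster 2 also had more *Fcrls* (log2 2.96, SE 0.24, 97.8 ± 45.8 against 12.1 ± 4.92 CPM), *Igf1* (log2 2.53, SE 0.18, 126 ± 43.3 against 22.7 ± 8.16 CPM), *Pf4* (log2 1.31), *Stab1* (log2 1.02), and *Mrc1* (log2 0.90), which the paper assigns to another subpopulation. The log2 value of *Fcrls* was 2.29 without quiescent replicate 1 and 3.6 without replicate 3. These genes moved to other clusters under a finer division: at a resolution of 0.8, *Fcrls* and *Mrc1* were lower in cluster 2 (log2 -0.73 and -0.59). Of 14 heme and iron genes tested, 8 were higher and 0 lower in cluster 2, the others being *Cd163*, *Blvrb*, and *Trf*. Of 7 proximal tubule genes *Fxyd2* alone was higher.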

Cluster 3 was enriched for genes associated with antimicrobial processes and inflammation, such as *Cxcl2*, macrophage inflammatory protein 1-α (*Ccl3*), and macrophage inflammatory protein 1-β (*Ccl4*), which are involved in the recruitment of inflammatory cells. *CD14*, which is engaged in Toll-like receptor signaling by LPS, was expressed by these cells at high levels (Figure 2C and Supplemental Figure 3B). 

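The chemokine transcripts stood out in quiescent cluster 3. *Cxcl2*, which attracts neutrophils (chromosome 5, 90903871 to 90905938, ENSMUSG00000058427), was 11.5-fold higher than in the other KRMs of the same mice (2140 ± 652 against 186 ± 53.0 CPM, log2 3.52, SE 0.05). *Ccl3* and *Ccl4*, adjacent on chromosome 11 (83647844 to 83649355 and 83662584 to 83664683), reached 2610 ± 609 and 4040 ± 996 CPM against 325 ± 63.5 and 574 ± 167, with log2 values of 3.00 (SE 0.05) and 2.83 (SE 0.04). *Cd14* (chromosome 18, 36725067 to 36726798, ENSMUSG00000051439) was present throughout, at 724 ± 152 CPM outside cluster 3 and 1270 ± 205 within it (1.77-fold, log2 0.82, SE 0.05, adjusted p = 6.3e-62, edgeR). In cluster 2 it did not differ from other KRMs (log2 0.14). Without the correction between libraries the chemokines were less far apart, with log2 values of 1.94 for *Cxcl2*, 1.79 for *Ccl3*, and 1.92 for *Ccl4*.
Cluster 3 further carried transcripts that the paper places in cluster 5. *Ccl2*, which attracts *Ccr2*-bearing monocytes (chromosome 11, 82035571 to 82037453), was 3.85-fold higher (135 ± 72.9 against 34.8 ± 14.5 CPM, log2 1.95, SE 0.11, adjusted p = 5.1e-64), *Tnip3*, an inhibitor of NF-κB signaling (chromosome 6, 65525313 to 65634040), 2.79-fold (log2 1.48, SE 0.18), and *Vim* 1.92-fold (log2 0.94, SE 0.10). Without that correction the log2 value of *Tnip3* in cluster 3 was 0.37 and did not pass. *Hmox1*, *Ftl1*, and *Fth1* were also higher here (log2 0.74, 0.47, and 0.15).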

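Cluster 4 could be measured among KRMs with more than 4 UMIs of *C1qa*, where it held 2.98% ± 0.444% of quiescent KRMs. There *Pf4*, the platelet chemokine CXCL4 (chromosome 5, 90772435 to 90773383, ENSMUSG00000029373), was 3.45-fold higher than in the other KRMs (737 ± 226 against 207 ± 8.96 CPM, log2 1.78, SE 0.14, adjusted p = 3.5e-34, edgeR). *Mrc1*, which encodes CD206 (chromosome 2, 14229392 to 14332057, ENSMUSG00000026712), was 2.97-fold higher (628 ± 117 against 208 ± 6.8 CPM, log2 1.57, SE 0.14). The scavenger receptor *Stab1* (chromosome 14, 31139013 to 31168641, ENSMUSG00000042286) was 2.81-fold higher (568 ± 19.4 against 202 ± 24.6 CPM, log2 1.49, SE 0.15). Larger differences were those of *Fcrls* (16.7-fold, 201 ± 55 against 11.6 ± 3.9 CPM) and *Igf1* (5.17-fold, 126 ± 81.5 against 26.6 ± 8.09 CPM). All 5 were higher in 3 of 3 mice. Of 9 repair and fibrosis genes tested, 7 were higher and 1 was lower.
This selection and cluster were added after the data were seen, and the main clustering matched no cluster to it. When the held-out genes took part in the clustering at a resolution of 0.8, the cluster that matched by the other transcripts did not carry these genes: *Mrc1* was at a log2 of -0.10, *Stab1* at 0.11, and *Fcrls* at 2.10, none of which passed. The *Cd14* call in cluster 4 (log2 0.35, adjusted p = 0.0347) was lost without quiescent replicate 1, 2, or 3.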

Cluster 4 expressed transcripts involved in fibrosis, including *Pf4*, *CD206*, and *Stab1* (Supplemental Figure 3C) (14–18). Cluster 5 could be distinguished by the expression of *Vim*, *Ccl2*, *Tnip3*, and *Ccr2* transcripts (Figure 2C and Supplemental Figure 3D). 

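Cluster 5, too, was found among KRMs with more than 4 UMIs of *C1qa*, with 2.63% ± 0.165% of quiescent KRMs. *Vim*, an intermediate filament gene (chromosome 2, 13573927 to 13582826, ENSMUSG00000026728), was 2.94-fold higher there than in the other KRMs (258 ± 38.1 against 88.8 ± 13.6 CPM, log2 1.56, SE 0.17, adjusted p = 2.3e-16, edgeR). *Ccr2* was 2.75-fold higher (775 ± 223 against 280 ± 59.6 CPM, log2 1.46, SE 0.13), in 3 of 3 mice. *Ccl2* and *Tnip3* were not higher past the threshold: *Ccl2* stood at 32.5 ± 32.5 against 55.0 ± 23.2 CPM (log2 -0.87, SE 0.39, adjusted p = 0.314, higher in 0 of 3 mice) and *Tnip3* at 34.6 ± 9.93 against 17.3 ± 11.4 CPM (log2 1.04, SE 0.47, adjusted p = 0.336, 2 of 3 mice). Of 8 monocyte genes tested 7 were higher, among them *S100a4*, *Clec12a*, and *Napsa*, and of 12 resident macrophage genes 10 were lower. *S100a4*, *Clec12a*, and *Napsa* were in the list by which the cluster was matched. At day 28, with more cells in the cluster, *Tnip3* did differ, 11.3-fold (212 ± 43 against 18.8 ± 5.28 CPM).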

Cluster 6 was enriched in the expression of several genes associated with type I IFN responses, such as *Isg15*, *Ifit3*, and *Ifit2*, indicating a possible role in antiviral responses (Figure 2C and Supplemental Figure 3E). 

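The 3 interferon-stimulated genes were among the transcripts with the sharpest contrast between quiescent KRMs. *Ifit3* (chromosome 19, 34583531 to 34588731, ENSMUSG00000074896) was 12.1-fold higher in cluster 6 (660 ± 181 against 54.2 ± 15.4 CPM, log2 3.59, SE 0.14, adjusted p = 2.7e-28, edgeR). Its neighbor *Ifit2* (34550694 to 34576419) was 11.2-fold higher (545 ± 235 against 47.0 ± 17.4 CPM, log2 3.49, SE 0.15), and *Isg15*, a ubiquitin-like modifier (chromosome 4, 156199424 to 156200818), 9.48-fold (826 ± 273 against 87.9 ± 31.6 CPM, log2 3.24, SE 0.13). Each was higher in 3 of 3 mice, and among KRMs chosen by *C1qa* the log2 values were 3.59, 3.56, and 3.31. The match itself rested on other interferon-stimulated genes such as *Irf7*, *Oasl2*, and *Zbp1*, so these 3 follow the program by which the cluster was picked. Cluster 6 also had higher *Ccl7* and *Ccl12*, while 13 of 16 immediate early genes were lower. The paper proposes an antiviral role, and no infection or interferon treatment is part of these data.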

A full listing of the DEGs is provided in the Supplemental Excel File 1.

Gene ontology enrichment analysis (GO: biologic process) determines the extent to which genes associated with specific functions are represented in each cluster. As seen in Table 1, enrichment of specific gene sets could be assigned with varying degrees of confidence to each cluster, with the exception of cluster 5, which contained too few cells in quiescence for a reliable estimation. 

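Gene ontology analysis was not run here, since no ontology database was at hand. Lists of genes were followed in each quiescent cluster instead. They were written before the data were examined but after the paper's table of cluster genes had been seen. In cluster 3, 15 of 17 inflammatory and chemotactic genes, 16 of 16 immediate early genes, and 7 of 11 heat shock genes were higher than in other KRMs, with *Dnaja1*, *Dnajb1*, *Hspa8*, and *Hsp90aa1* among the last (8 of 11 adjusted over the list alone). In cluster 6, 21 of 21 interferon-stimulated genes were higher, as were 6 of 12 heat shock genes (8 adjusted over the list alone). The interferon-stimulated list ran the other way in cluster 3, with 16 of 21 lower (18 adjusted over the list alone), and in cluster 2, with 14 of 21 lower (18). Cluster 2 had 15 of 21 lysosome and phagocytosis genes higher, among them *Mertk*, *Ctsd*, *Lamp1*, and *Trem2*, and 7 of 9 repair and fibrosis genes (16 and 7 adjusted over the list alone). In cluster 0, 6 of 7 MHC class II genes were higher (*Ciita* was lower), and 17 of 17 inflammatory and chemotactic genes and 13 of 21 interferon-stimulated genes were lower. For cluster 4, among KRMs with more than 4 UMIs of *C1qa*, 9 of 21 lysosome and phagocytosis genes were higher and 2 lower, while 14 of 16 immediate early genes and 9 of 21 interferon-stimulated genes were lower. Apart from the held-out genes, the members of these lists took part in the clustering, so the counts describe the clusters and are no separate evidence for them. The members are also not independent of each other.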

The most significant terms in clusters 1, 3, and 6 were involved in antibacterial, antiviral, and antifungal responses. Cluster 2 contained terms related to responses to iron, phagocytosis, and wound healing, suggesting involvement in homeostatic functions. Clusters 0 and 4 mapped to few terms, but the analysis contained references to tumor necrosis factor and apoptosis. These disparate gene ontology mappings suggest that each cluster executes a distinct transcriptional program that could be a function of the location in which each cluster resides.

### KRM subpopulations are localized to zones associated with specific nephron structures.

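The spatial data comprised 15 Visium sections, 3 mice in each of the same 5 groups, with UMIs counted per gene at each tissue-covered spot (Space Ranger 1.2.2, GRCm38, the larger gene list in every section). The quiescent sections held 1751 to 2372 spots and 28967249 to 46332832 UMIs each (median 31755399). Later sections held 1708 to 2148 spots and a median of 43897953 UMIs at 12 hours, 2188 to 2785 and 16574615 at day 1, 1979 to 2150 and 22839156 at day 6, and 1061 to 1798 and 6607267 at day 28. Median UMIs per spot ran from 11246 to 27023 at quiescence and from 1133 to 14778 at day 1. Spots with at least 200 detected genes were kept (28991 of 29920). Positions of spots on the slide were not used here, so a region defined by its transcripts stands for a location. The spots of all sections formed 17 clusters, which were assigned to zones by the zone transcripts of Figure 3. Zones IV and V, named for *Aqp2* and *Fxyd4* and their neighbors, fell in 1 cluster and are given as 1 region. In the quiescent sections 26.54% to 30.59% of spots were placed in zone I, 30.62% to 44.86% in zone II, 10.32% to 18.2% in zone III, and 1.98% to 5.85% in zones IV and V, and 7.49% to 26.67% had no zone. Prediction scores of the KRM clusters were computed per spot with Seurat's anchor-based transfer from KRMs of the same time point, at most 500 per cluster, and averaged by region and mouse. Each quiescent section was linked to the KRMs by 71 to 109 anchors on 50 to 92 spots.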

We identified KRM locations by integrating the scRNA-Seq data (Figure 2A) into spatial transcriptomic data sets generated from kidney sections of 3 individual mice. The spatial matrix was integrated with the scRNA-Seq data set using the anchor-based workflow built into the Seurat package, which allows the probabilistic mapping of scRNA-Seq– and/or single-nucleus RNA-sequencing (snRNA-Seq)–defined clusters onto a histological kidney image (Supplemental Figure 4) (19–22). We validated this approach using a single-nuclear data set from whole kidneys, in which the cell types identified by snRNA-Seq mapped to expected histologic locations in the kidney (Supplemental Figure 5). 

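Transcripts of resident macrophages were highest at quiescence in zone III, the region of the loop of Henle. There *C1qb* averaged 77.7 ± 30.5 CPM against 35.4 in the other regions of the same sections (log2 1.31, SE 0.13, adjusted p = 4.6e-06, edgeR with the mouse as a factor), and *C1qa* 62.4 ± 21.1 against 30.3 CPM (2.43-fold, higher in 3 of 3 mice). *Adgre1* (log2 0.93, SE 0.23, adjusted p = 0.00872) and the MHC class II gene *H2-Ab1* (chromosome 17, 34257689 to 34269419, 269 ± 81.8 against 157 CPM, log2 0.91, SE 0.11) were higher as well. In all, 7 of 11 resident macrophage genes and 5 of 7 MHC class II genes were higher in zone III and 0 lower (8 and 6 higher and 1 and 0 lower adjusted over the list alone). Zones IV and V, toward the papilla, had 7 of 11 resident macrophage genes and 5 of 7 MHC class II genes lower, with *H2-Ab1* at 90.2 ± 25.6 against 216 CPM (log2 -1.38, SE 0.14). Zone III was also rich in matrix transcripts such as *Col3a1* (50.9 ± 12.1 against 27.1 CPM, log2 1.02, SE 0.13), with 5 of 6 fibroblast and 2 of 6 endothelial genes higher. In zone I, 3 of 11 resident macrophage genes were higher, such as *Tgfbr1*, and *Csf1r* was lower, and in zone II 2 were higher and 1 lower.
A spot holds many cells, so a transcript by region includes every cell type that expresses it, and the tubule genes by which zones were assigned are not counted as results. The spot clusters were made from all variable genes. *Lyz2* and *Col3a1* were themselves among the leading genes of the larger zone III cluster. Higher macrophage and matrix transcripts in that region are therefore partly built in.

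**Figure D2:**
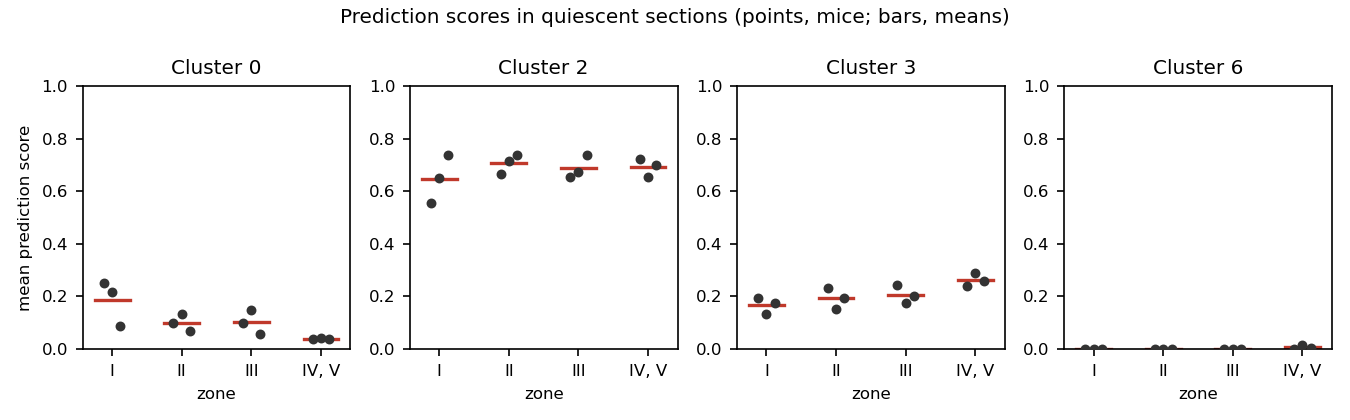
Prediction scores of clusters 0, 2, 3, and 6 in the regions of 3 quiescent sections, 1 point per mouse.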

The 7 transcriptionally defined KRM subpopulations were localized to distinct locations in the kidney (Figure 3, right), corresponding to zones enriched for specific nephron structures (Figure 3, left), which were designated zones I–V and confirmed using zone-specific transcripts (23) (Figure 3, middle). The localization patterns suggest a zonal organization of KRMs from the cortex to the papilla. For example, cluster 0, appearing in zone II, was largely concentrated in the corticomedullary region and appeared to be associated with the S3 segment of the proximal tubule, as determined by marker transcripts for the S3 proximal tubule (*Slc7a13*, *Napsa*, *Nudt19*). 

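The prediction score of cluster 0 averaged 0.0999 ± 0.0323 in zone II and 0.185 ± 0.0853 in zone I, its highest region. Zone II exceeded the mean of the other regions in 1 of 3 mice (difference -0.0091 ± 0.0175, exact permutation of regions within mice, p = 0.828, 64 arrangements, smallest p 0.0156). With log-normalization it did so in 3 of 3 mice (0.223 against 0.136, exact p = 0.234), with zone I again the highest region. Among KRMs with more than 4 UMIs of *C1qa* the score of cluster 0 was higher in zone II in 3 of 3 mice (0.546 against 0.362, exact p = 0.328), with zone I again the highest region. In 92% of 200 shuffles of the reference labels a difference as large arose under the main selection, and in 0% under the *C1qa* selection.
Zone II is the region of the S3 segment, marked by *Slc7a13* (chromosome 4, 19818725 to 19842218), *Napsa* (chromosome 7, 44572380 to 44586862), and *Nudt19* (chromosome 7, 35547185 to 35556304). *Ccr2*, which was higher in cluster 0, was also higher in the spots of zone II (log2 1.32, SE 0.40, adjusted p = 0.0113, edgeR), but its call there was lost without quiescent replicate 3 and its log2 value was 2.75 without replicate 1. In zone I it was higher too (5.81 ± 0.461 against 3.0 CPM, log2 1.75, SE 0.38), or 3.01 without replicate 1. *Ptprc* did not differ in zone II (log2 0.13, adjusted p = 0.672).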

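For cluster 6 the prediction scores of the quiescent sections were too low to place it: 0.000494 ± 0.000317 in zone III against 0.00235 in the other regions (0 of 3 mice higher, exact permutation p = 0.672), and 0 in every region under log-normalization. Cluster 4, measured among KRMs with more than 4 UMIs of *C1qa*, scored 0.418 ± 0.116 in zone III against 0.445 elsewhere (1 of 3 mice higher, exact p = 0.891), and its highest region was zones IV and V (0.798 ± 0.0625). In 13.5% of shuffles of the reference labels the difference for cluster 4 was as large. The genes of the 2 clusters gave another view. In zone III, where the loop of Henle genes *Umod* and *Slc12a1* define the region, *Isg15* was higher than in other regions (21.8 ± 7.47 against 12.2 CPM, log2 1.28, SE 0.19, adjusted p = 0.00016, edgeR), as were *Ifit3* (log2 1.43, SE 0.19, 2 of 3 mice) and *Ifit2* (log2 1.32, SE 0.29). Of 20 interferon-stimulated genes 13 were higher there and 0 lower (15 adjusted over the list alone). Zones I and II ran the other way, with 10 and 14 of 20 lower, while *Ifit3* was also higher in zones IV and V (94.7 ± 66.9 against 27.9 CPM, log2 1.73). Of the cluster 4 genes, *Igf1* was higher in zone III (27.3 ± 4.56 against 16.8 CPM, log2 1.21, SE 0.16, 2 of 3 mice) and *Pf4* as well (5.40 ± 1.31 against 2.01 CPM, log2 1.33, SE 0.33), the latter not without quiescent replicate 2 and at a log2 of 2.12 without replicate 3. All 9 repair and fibrosis genes tested were higher in zone III. Tubule, endothelial, and stromal cells of a spot can express these transcripts as well as KRMs.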

Cluster 4 and cluster 6 are predominately located in zone III, and their spatial distributions were strikingly similar to the distributions of genes associated with the ascending loop of Henle. Within zones III and IV, we observed the localization of more than one KRM cluster. In both zones, each cluster was mapped similarly, but with slightly different distributions. 

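The paper proposes from such maps a zonal order of KRMs from the cortex to the papilla. Of the clusters not yet given, cluster 2 scored 0.646 ± 0.0908 in zone I of the quiescent sections and 0.706 ± 0.0378 in zone II, its highest region (zone I minus the others -0.05 ± 0.0696, 1 of 3 mice higher, exact permutation p = 0.109). With log-normalization its score was higher in zone I in 3 of 3 mice (0.49 against 0.341, exact p = 0.203). With transcripts that are higher in sections than in KRMs left out, zone I was its highest region (0.722 against 0.681, 3 of 3 mice, exact p = 0.172). Shuffled reference labels gave a difference as large as that of cluster 2 in the main setting in 27% of draws. Cluster 5, from KRMs with more than 4 UMIs of *C1qa*, scored highest in zones IV and V (0.139 ± 0.0557 against 0.0982, 2 of 3 mice higher, exact p = 0.0938, and 54% of shuffles as large). No cluster passed after adjustment over the clusters tested, and cluster 1 could not be scored. The smallest exact permutation p of 64 arrangements, 0.0156, becomes 0.0624 when 1 cluster of 4 reaches it. A single cluster could therefore not pass.
Among the iron handling genes of cluster 2, *Ftl1* was higher in the spots of zone I (3220 ± 1300 against 1740 CPM, log2 0.95, SE 0.13, adjusted p = 3.6e-05, edgeR). Zone II had more *Fth1* (13600 ± 3230 against 6250 CPM, 2.37-fold, log2 1.24, SE 0.14), *Prdx1* (log2 0.93, SE 0.13), and *Hmox1* (18.8 ± 5.78 against 10.4 CPM, log2 0.86, SE 0.17), but less *Slc40a1* (20.1 ± 2.73 against 32.7 CPM, log2 -0.69, SE 0.12). In zones IV and V, *Fth1* was lower (3100 ± 218 against 9740 CPM, log2 -1.54). Of 14 heme and iron genes 7 were higher in zone I, 11 in zone II, and 3 in zones IV and V, with 1, 2, and 10 lower. Proximal tubule genes were higher in zones I and II (6 of 7 in each), and tubule cells express ferritin and *Prdx1* themselves.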

The spatial organization of each KRM cluster was unique and associated with specific zones within the kidney (Figure 3).

### Validation of select KRM markers.

To validate the general location of specific clusters shown by spatial transcriptomics, we used flow cytometry to visualize the expression of select proteins that were transcriptionally distinct within clusters. Because cluster 3 resided primarily in the medulla (Figure 4A), we performed flow cytometry to compare expression levels of CD14 protein among cells isolated separately from the medulla and the cortex. Analysis of the most significant DEGs for each KRM cluster by adjusted *P* value indicated that transcripts for CD14, a pathogen-associated molecular pattern receptor involved in the recognition of LPS, were expressed in all KRMs but appeared to substantially increase in cluster 3 (Figure 4A, dot plot). Flow cytometry of kidneys manually dissected into cortex and medulla allowed for the identification of increased CD14^++^ cells among CD45^+^TCRb^–^CD19^–^NK1.1^–^Gr1^–^CD11b^int^F4/80^hi^ KRMs in the medulla but not the cortex of the kidney (Figure 4B). This aligned with the plotting of cluster 3 using spatial transcriptomics, which appeared primarily in the medulla and papilla. In comparison, mannose receptor C-type 1 (*Mrc1*, also known as CD206) expression was increased in cluster 4. This cluster was spatially distributed in the inner medulla and, to a lesser extent, the outer cortex (Figure 4C). 

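Cluster 3 had its highest score in zones IV and V, the inner medulla and papilla, in the quiescent sections (0.262 ± 0.0239 against 0.19 in the other regions, higher in 3 of 3 mice). The difference of 0.0724 ± 0.0583, or 0.0423 without quiescent replicate 2, gave p = 0.0312 in an exact permutation of regions within mice, and 0.125 after adjustment over 4 clusters. With log-normalization the scores were 0.725 and 0.377 (exact p = 0.0156, the smallest that 64 arrangements allow). Among KRMs with more than 4 UMIs of *C1qa* the difference shrank to 0.0005, and in 65% of shuffles of the reference labels under the main selection it was as large as the real one.
*Cd14* was higher in the spots of zones IV and V (13.3 ± 1.42 against 5.44 CPM, 2.35-fold, log2 1.23, SE 0.27, adjusted p = 0.00137, edgeR), although its call was lost without quiescent replicate 1. In zone II it was lower (3.83 ± 1.99 against 8.59 CPM, adjusted p = 0.0005, edgeR). Other transcripts of cluster 3 moved with *Cd14* toward the papilla: *Hspa1a* was 14.5-fold higher (333 ± 162 against 26.2 CPM, log2 3.86, SE 0.17) and *Btg2* 4.84-fold (70.1 ± 22.4 against 16.1 CPM, log2 2.28, SE 0.19), and *Vim* stood at 79.7 ± 29.9 against 31.6 CPM. *Fos* did not differ (log2 -0.29, SE 0.71, adjusted p = 0.763). Of 15 immediate early genes 9 were higher and 1 lower in zones IV and V, and of 12 heat shock genes 6 were higher and 5 lower. Resident macrophage transcripts were lower in that region, so its *Hspa1a* and *Btg2* need not come from KRMs.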

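In the quiescent sections the *Mrc1* transcript was scarce and highest in zone III (3.50 ± 1.80 against 1.81 CPM, log2 1.37, SE 0.38, adjusted p = 0.0171, edgeR). That call was lost without quiescent replicate 2 or replicate 3. In zones IV and V *Mrc1* was lower (0.365 ± 0.329 against 2.86 CPM, log2 -2.64, SE 0.76, adjusted p = 0.00873), a call lost without replicate 1. Zone I, which holds the outer cortex, showed no difference (log2 0.70, adjusted p = 0.169). *Stab1* was higher in zone III (log2 0.60, adjusted p = 0.0156).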

Immunofluorescence imaging revealed CD206/Mrc1^+^ KRMs in the outer cortex and inner medulla; however, they were largely absent from the inner cortex, which is consistent with the spatial transcriptomics data (Figure 4, D and E).

### Ischemic injury alters the spatial and transcriptomic profiles of KRM subpopulations, and they remain altered 4 weeks after injury.

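KRMs of injured kidneys were compared with quiescent KRMs on sums per mouse, 3 against 3, over 11854 genes. The number of genes that passed edgeR was 5145 at 12 hours (2705 higher, 2440 lower), 5518 at day 1 (2773, 2745), 3748 at day 6 (1911, 1837), and 4025 at day 28 (2094, 1931). With each library left out in turn, the day 6 count ran from 2301 without day 6 replicate 3 to 4562, and that of day 28 from 2934 to 3190. When only KRMs placed in cluster 0 were compared, 4227, 4185, 2796, and 3222 genes passed. This leaves aside shifts between the named clusters but not among the 3 clusters gathered as cluster 0. Cluster 0 was named by low scores on the other lists. Unchanged transcripts of those programs within it therefore cannot tell shifts in share from shifts in expression. Among all cells, most KRMs of each time lay in a cluster of their own: 73.2% of quiescent KRMs in a cluster led by *Mmp13*, 86.6% at 12 hours in 1 led by *Hmox1* and *Vcam1*, 91.3% at day 1 in 1 led by *Cxcl2* and *Mt2*, 81.3% at day 6 in 1 led by *Stab1* and mitochondrial genes, and 70.6% at day 28 in 1 led by *Cx3cr1* and *Ms4a7*. Time goes together with the labeled gate at 12 hours and days 1 and 28, and with the gene annotation at 12 hours and day 28, so these differences cannot be put down to injury alone. Day 6 shares both with quiescence, but its KRMs had median mitochondrial shares of 7.1% to 9.12% of UMIs per library against 4.47% to 5.12%, and with a limit of 10% mitochondrial UMIs there were 3052 day 6 KRMs instead of 5019.
At 12 hours *Hmox1* was 19.7-fold above quiescence (2250 ± 575 against 114 ± 19 CPM, log2 4.30, SE 0.36, adjusted p = 4.9e-07). *Slc40a1* rose with it (167 ± 33.8 against 22.9 ± 8.23 CPM, log2 2.88, SE 0.51), as did *Ftl1* (18300 ± 2050 against 4470 ± 285 CPM, log2 2.03) and *Fth1* (33800 ± 4190 against 8420 ± 744 CPM, log2 2.00, SE 0.15). Of 16 heme and iron genes 11 were higher and 2 lower (12 and 2 adjusted over the list alone, camera adjusted p = 0.00015, and adjusted p = 0.553 with an estimated correlation). Immediate early genes fell, 10 of 16 with only *Ier3* higher (2 higher and 11 lower adjusted over the list alone, camera adjusted p = 0.00127, or 0.604 with an estimated correlation): *Jun* dropped to 438 ± 103 from 1020 ± 35.1 CPM (log2 -1.22, SE 0.22) and *Btg2* by a log2 of -1.42. Within cluster 0 alone *Btg2* was lower by a log2 of -0.50, and *Fos*, lower overall (log2 -0.75, adjusted p = 0.0476), did not differ (log2 0.46). Of 12 heat shock genes 10 were lower (camera adjusted p = 0.00044, or 0.553 with an estimated correlation), and of 7 neutrophil genes 6 were higher at a time when neutrophil-like cells were many in the CD45+ gate.
Day 1 brought the chemokines. *Cxcl2* was 9.52-fold higher (5290 ± 573 against 556 ± 149 CPM, log2 3.25, SE 0.48, adjusted p = 7.5e-05, edgeR) and *Cxcl1* 20.6-fold (142 ± 41.4 against 6.61 ± 4.68 CPM, log2 4.36, SE 0.65), the former also within cluster 0 (log2 3.91). *Il1b* rose to 2120 ± 442 from 999 ± 145 CPM (2.12-fold), *Cd14* to 2550 ± 217 from 855 ± 162 (log2 1.58), and *Pf4* to 1800 ± 418 from 219 ± 15 (log2 3.04). The metallothionein *Mt2* (chromosome 8, 94172664 to 94173568) was 86.1-fold higher (491 ± 150 against 5.62 ± 2.19 CPM) and *Spp1*, osteopontin (chromosome 5, 104435118 to 104441050), 27.9-fold (301 ± 26.2 against 10.7 ± 1.83 CPM). *Spp1* is also a transcript of injured tubule, and 9 of 9 tubular injury genes tested were higher in KRMs of day 1 (camera adjusted p = 9.9e-05, or 0.553 with an estimated correlation), so its rise need not come from KRMs alone. Of 20 inflammatory and chemotactic genes 15 were higher and 1 lower (16 and 1 adjusted over the list alone, camera adjusted p = 0.00012, or 0.553 with an estimated correlation). Antigen presentation fell at the same time: *Ciita*, its regulator (chromosome 16, 10480059 to 10528418), went to 23.8 ± 6.92 from 420 ± 52.1 CPM (log2 -4.13), *H2-Ab1* to 2810 ± 827 from 13900 ± 456 (log2 -2.31), and 7 of 7 MHC class II genes were lower (camera adjusted p = 0.00356, or 0.557 with an estimated correlation). Lower too were 13 of 21 interferon-stimulated and 8 of 12 resident macrophage genes.
At day 6, 10 of 13 repair and fibrosis genes were higher and 2 lower (camera adjusted p = 0.00206, or 0.553 with an estimated correlation). *Stab1* reached 902 ± 159 from 217 ± 27 CPM (log2 2.05, adjusted p = 2e-06, edgeR), *Mrc1* 645 ± 91.9 from 223 ± 9.51 (log2 1.53), and *Fcrls* 156 ± 96.1 from 17.9 ± 4.11 (log2 3.12, adjusted p = 0.00027). *Ccl2* was higher (270 ± 115 against 54.8 ± 24.7 CPM, log2 2.32, SE 0.40), and *Ccr2* too (567 ± 69.1 against 296 ± 62.3 CPM, log2 0.94). *Spp1* (log2 4.91) and *Cd38* (log2 4.81) were still far above quiescence, and 8 of 9 tubular injury genes were higher. Lower were 13 of 21 interferon-stimulated genes (19 adjusted over the list alone, camera adjusted p = 6.8e-07, or 0.553 with an estimated correlation) and 7 of 7 MHC class II genes. Day 6 replicate 2 stood apart: without it the log2 value of *H2-Ab1* was -4.69 instead of -2.46, and that of *Ifit2* -3.80 instead of -2.21. *Isg15* was lower (log2 -1.61, adjusted p = 0.0383), or -3.15 without that library, and its call was lost without day 6 replicate 1 or 3 or quiescent replicate 2 or 3.
At day 28 heat shock and immediate early genes were below quiescence, 11 of 12 and 11 of 16, with 0 higher (camera adjusted p = 2.2e-05 and 0.00012, or 0.553 for both with an estimated correlation). *Cxcl2* stood at 114 ± 48.2 CPM (0.204-fold, log2 -2.29, adjusted p = 0.00158, edgeR). *Jun* was lower (579 ± 130 CPM, log2 -0.82), as was *Hmox1* (55.1 ± 2.69 CPM, log2 -1.05, adjusted p = 0.022), whose call was lost without quiescent replicate 2 or 3 or any 1 of the day 28 libraries. *Fos* fell to 484 ± 103 from 978 ± 91.4 CPM (log2 -1.02, adjusted p = 0.0146), a call lost without day 28 replicate 3 and within cluster 0 alone (log2 0.16). Some repair transcripts stayed up, although the list of 13 did not pass (5 higher and 1 lower, camera adjusted p = 0.159): *Mrc1* 622 ± 42 CPM (log2 1.48), *Fcrls* 96.4 ± 18.9 CPM (5.32-fold, log2 2.41, SE 0.46), and *Igf1* 86.3 ± 6.41 from 29.8 ± 8.67 CPM (2.91-fold, log2 1.54, SE 0.31), while *Stab1* was back (log2 -0.04). *H2-Ab1* was back at 16300 ± 492 CPM (log2 0.23, not past the threshold). The genes with the highest and lowest fold changes at 12 hours and day 28, such as *Nme2*, *Rnasek*, *Atp6v0c*, and *Taf6l*, include many that changed at these 2 times alone, where the gene annotation differs from that of the quiescent libraries.

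**Figure D3:**
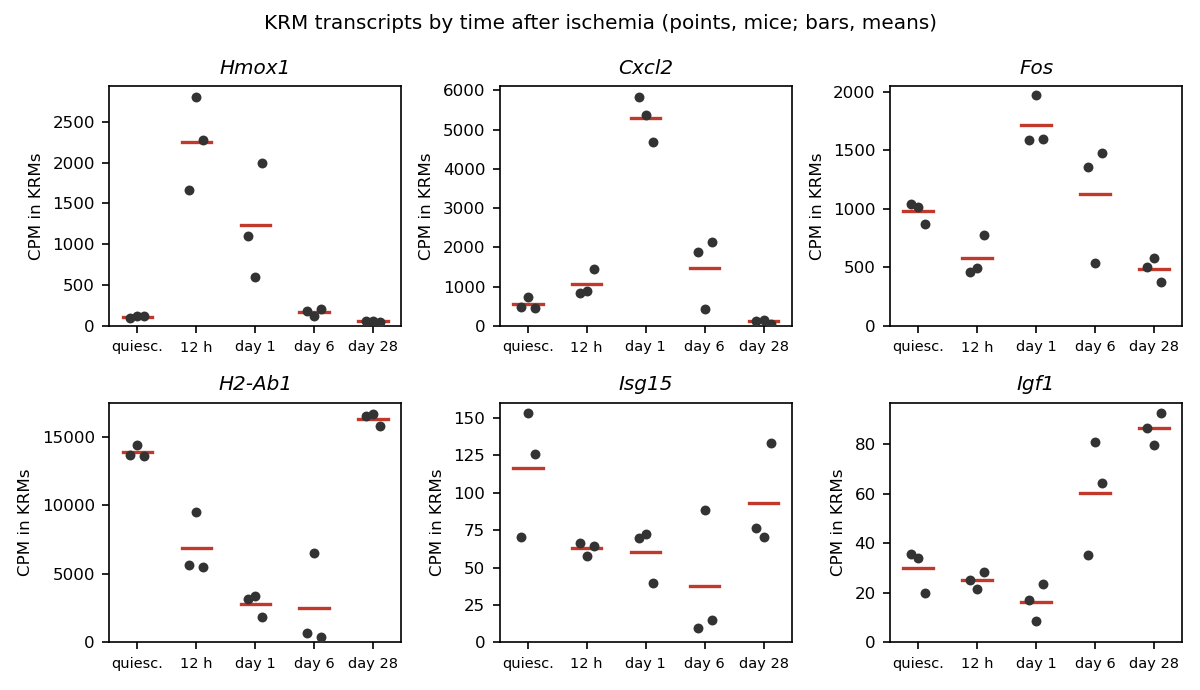
CPM of *Hmox1*, *Cxcl2*, *Fos*, *H2-Ab1*, *Isg15*, and *Igf1* in KRMs summed per mouse, 1 point per mouse. The gate named in the labels was F4/80-high CD11b-intermediate for quiescent kidneys and day 6, CD45+ for 12 hours, and CD11b+ for days 1 and 28.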

We next determined the effect of ischemic injury on transcriptomic programming and spatial distribution of KRMs as a function of time. Figure 5A shows UMAP plots for KRMs from quiescent kidneys and also those at 12 hours and days 1, 6, and 28 after injury. Relative to quiescent kidneys, proportional changes in the representation of each KRM cluster was observed within 12 hours following the ischemic insult. 

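By 12 hours the share of KRMs placed in cluster 0 was near its quiescent value (54.9% against 56.5% ± 2.3%), and it fell to 43.2% ± 1.64% at day 1 (log2 ratio -0.39, adjusted p = 0.00101, edgeR on counts per cluster) and 42.6% ± 5.09% at day 6. Cluster 3 held 14.8% ± 1.02% of quiescent KRMs, 12.2% ± 0.777% at 12 hours (adjusted p = 0.368, but 8.2% against 14.8% and adjusted p = 0.0131 with a limit of 10% mitochondrial UMIs), and 29.3% ± 3.71% at day 1 (log2 ratio 0.99, SE 0.21, adjusted p = 0.00118). Cluster 6 held 3.31% ± 1.04%, then 2.19%, 1.90% (log2 ratio -0.82, adjusted p = 0.0278), and 1.74% at day 6 (log2 ratio -0.95, adjusted p = 0.023). The day 6 difference of cluster 6 did not pass with a limit of 10% mitochondrial UMIs (adjusted p = 0.114), after thinning to 1500 UMIs (0.157), or among KRMs with more than 4 UMIs of *C1qa* (0.0527), nor that of day 1 after thinning (0.169), and the day 6 difference of cluster 0 did not pass with the mitochondrial limit (0.0915). An exact permutation of 3 mice against 3 cannot go below p = 0.1.
These are shares of KRMs placed in a cluster and not sizes of stable populations, because the transcripts that define the clusters changed in KRMs of cluster 0 as well. Within cluster 0 alone, 7 of the 9 transcripts listed for cluster 2 were higher at 12 hours and 8 of the 12 listed for cluster 3 at day 1, while 7 and 8 of the 9 listed for cluster 6 were lower at these times. The gate in the labels differed too, CD45+ at 12 hours and CD11b+ at day 1 against F4/80-high cells at quiescence and day 6. Of the unnamed clusters, that led by mitochondrial transcripts held 15.5% of KRMs at 12 hours, 11.08% at day 1, and 22.43% at day 6.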

The proportions at day 28 appear similar to those at quiescence (Figure 5B). 

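At day 28 (CD11b+ gate) the shares of KRMs placed in clusters 0, 2, and 6 did not differ from quiescence past the threshold: 53.4% ± 1.74% in cluster 0 (adjusted p = 0.452, edgeR), 6.61% in cluster 2 (adjusted p = 0.492), and 3.55% in cluster 6 (adjusted p = 0.747). After thinning to 1500 UMIs, which left out 20.1% of day 28 and 10.8% of quiescent KRMs with fewer, cluster 2 was higher at day 28 (7.67% against 4.06%, 1.86-fold, adjusted p = 0.003). Cluster 3 held fewer, 8.37% ± 1.59% (log2 ratio -0.82, adjusted p = 0.00468), but without the correction between libraries the change had the opposite direction (log2 ratio 5.34). In that setting cluster 3 held only 0.24% ± 0.05% of quiescent KRMs, so this ratio starts from few cells. *Fos* and *Btg2*, which mark cluster 3 although they had no part in defining it, were lower over all KRMs of day 28 and not within cluster 0. Among KRMs with more than 4 UMIs of *C1qa*, cluster 4 held 4.56% ± 0.235% at day 28 (log2 ratio 0.60, adjusted p = 0.0243) and cluster 5 2.30% (adjusted p = 0.539), while at a resolution of 0.8 cluster 5 was lower at day 28 (0.883% against 2.24%, 0.395-fold, adjusted p = 0.00012). Within cluster 0 alone, 2 of 12 transcripts listed for cluster 3 and 4 of 9 listed for cluster 2 were higher at day 28 than at quiescence, so the clusters are not drawn on equal ground at the 2 times.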

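The share of KRMs placed in cluster 2 rose from 5.91% ± 0.76% at quiescence to 11.3% ± 1.39% at 12 hours (1.9-fold, log2 ratio 0.93, SE 0.17, adjusted p = 0.00101, edgeR) and was 6.91% at day 1 (adjusted p = 0.368) and 5.56% at day 6 (adjusted p = 0.747). Without the correction between libraries the change at 12 hours had the opposite direction (log2 ratio -1.10). Cluster 2 was nearly empty in that setting, with 0.08% ± 0.08% of quiescent KRMs and 0.04% of those at 12 hours, so this ratio rests on few cells. *Hmox1*, *Slc40a1*, *Fth1*, and *Ftl1*, which mark cluster 2, rose in KRMs as a whole at 12 hours, and *Ctsd*, *Cd63*, and *Spp1*, which define it, did so too. Among KRMs with more than 4 UMIs of *C1qa*, cluster 2 went from 1.59% ± 0.54% to 5.42% ± 0.428% at 12 hours (log2 ratio 1.76, adjusted p = 5.4e-05) and was 2.06-fold above quiescence at days 1 and 6 (adjusted p = 0.00341 and 0.00473), and cluster 5 from 2.63% ± 0.165% to 4.31% ± 0.87% (log2 ratio 0.72, adjusted p = 0.0427) and 6.91% ± 2.11% at day 1 (log2 ratio 1.40, adjusted p = 0.00182). Cluster 2 was also higher at days 1 and 6 with a limit of 10% mitochondrial UMIs (1.54-fold and 1.45-fold, adjusted p = 0.0131 and 0.0305) and at day 1 after thinning to 1500 UMIs (2.51-fold, adjusted p = 0.00016), but at a resolution of 0.8 it was lower at day 6 (5.43% against 7.69%, log2 ratio -0.50, adjusted p = 0.0004). With the mitochondrial limit, where cluster 5 held 11.5% of quiescent KRMs, its change was -0.17 at 12 hours and -0.26 at day 1 (log2). At a resolution of 0.8 cluster 5 was higher at 12 hours (3.55% against 2.24%, log2 ratio 0.66, adjusted p = 0.00895, edgeR) but not at day 1 (log2 ratio -0.16). Within cluster 0 alone, 6 and 7 of the 9 transcripts listed for cluster 5, among them S100 genes of monocytes, were higher at 12 hours and day 1, so these shares too are not sizes of fixed populations.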

Most notable among these acute changes are increases in the proportions of cells in clusters 2 and 5. The GO terms following Days 1 and 6 post-injury are included in Supplemental Tables 1 and 2

Following injury, there was a change in cluster spatial locations (Figure 5C). This was observed in the early inflammatory phase (12 hours and day 1 after injury) as well as in the reparative phase (day 6 after injury). 

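To follow location over time, a medullary index was taken for each cluster and section: the log2 ratio of its mean score in zones III to V over that in zones I and II, with 0.01 added to each. The index of cluster 0 went from -0.56 ± 0.43 at quiescence to -1.20 ± 0.17 at 12 hours and -2.39 ± 0.27 at day 1, and was -0.50 ± 0.34 at day 6 (permutation over 15 sections, 100000 draws, adjusted p = 0.0016). Cluster 2 moved less, from 0.03 ± 0.1 to -0.71 ± 0.3 at 12 hours and 0.38 ± 0.14 at day 1 (adjusted p = 0.00088). For cluster 6 the mean quiescent scores (0.000212 to 0.00616 by region) lay below the 0.01 added, which sets its quiescent index near 0, so no change of its location is read. Between any 1 time and quiescence an exact permutation of 3 sections against 3 cannot go below p = 0.1. Depth differed along the index at day 1. In replicate 2 the median UMIs per spot were 1141 in zone I, 858 in zone II, and 4184 in zone III. Those of replicate 3 were 1131.5, 1078, and 3202.5. Whether this shifted the index was not tested.
The KRMs used as reference change with the time point. When quiescent KRMs served as the reference for every section, the adjusted permutation p was 0.0984 for clusters 0 and 2 and 0.214 for cluster 3. The ranges of means over time were 1.29, 0.89, and 0.85 for clusters 0, 2, and 3, against 1.89, 1.1, and 0.86 with the reference of each time point. With transcripts that are higher in sections than in KRMs left out, the direction of cluster 0 at 12 hours turned (from 0.03 ± 0.25 to 0.89 ± 0.2), while clusters 2 (-0.05 to -0.52) and 3 (0.19 to 0.63) kept theirs. With log-normalization cluster 0 was at -1.07 ± 0.39 at quiescence, -1.0 ± 0.52 at 12 hours, -1.45 ± 1.3 at day 1, and 0.74 ± 0.56 at day 6. Cluster 2 went from -0.86 ± 0.15 to -0.69 ± 0.34 at 12 hours. The directions at 12 hours thus depended on the processing. At day 1 the mean of cluster 0 lay below quiescence in each of these settings. It was -1.74 ± 0.51 against -0.56 with the quiescent reference and -0.52 ± 0.51 against 0.03 with those transcripts left out. In the last setting and with log-normalization, day 1 replicate 1 lay above the quiescent mean (0.06 and 0.05). Only replicates 2 and 3, whose depth is given above, lay below it. With each spot assigned to a zone by its own zone transcripts, the day 1 mean was -0.25 ± 0.37 against -0.19 ± 0.13. Shuffled reference labels gave a range over time as large as the real one in 2% of draws for cluster 0 and in 37.5% for cluster 2. *Umod*, a transcript of the ascending limb that helps set the medullary spots, did not differ between sections at 12 hours (log2 0.09, adjusted p = 0.896, edgeR). The extent of the region did change. Zone III held 10.32% to 18.2% of spots at quiescence and 21.46% to 22.28% at 12 hours. At days 1, 6, and 28 it held 10.78% to 22.11%, 18.91% to 24.12%, and 22.5% to 31.85%. What this did to the index was not tested.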

For reference, kidney cell markers at each time point are provided and appear similar to the quiescent profile (Supplemental Figures 6–9). 

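Summed over whole sections, kidney transcripts changed widely after injury (15892 genes tested, 3 sections against 3). By edgeR, 3800 genes were higher and 3084 lower at 12 hours, 4045 and 2995 at day 1, 1678 and 613 at day 6, and 2900 and 2266 at day 28. With each section left out in turn, the total ran from 796 to 1949 at day 6 and from 2132 to 5509 at day 28. The injury marker *Havcr1*, KIM-1 (chromosome 11, 46735080 to 46779578, ENSMUSG00000040405), was 90.2-fold above quiescence at 12 hours (424 ± 192 CPM, log2 6.49, SE 0.89, adjusted p = 0.00014), 293-fold at day 1, 92-fold at day 6, and 19-fold at day 28 (89.1 ± 64.8 CPM, log2 4.24, SE 0.81). Without quiescent replicate 3 the log2 values of *Havcr1* were 7.89, 9.59, 7.94, and 5.66, and that of day 28 was 3.60 without day 28 replicate 2. *Lcn2*, NGAL (chromosome 2, 32384633 to 32388252), was highest at 12 hours, with 2450 ± 370 CPM at 12 hours, 1460 ± 618 at day 1, 213 ± 114 at day 6, and 129 ± 62.2 at day 28 against 10.0 ± 3.1 at quiescence (log2 7.92 and 3.68 at the first and last). Of 11 tubular injury genes 11, 11, 9, and 9 were higher at the 4 times and 0 lower (camera adjusted p = 4.2e-07, 2e-08, 2.6e-08, and 1.9e-05, and at least 0.425 with an estimated correlation for every list).
The S3 transcript *Slc7a13* was lower at 12 hours (389 ± 147 against 1240 ± 164 CPM, log2 -1.67, SE 0.43, adjusted p = 0.00683, edgeR) and day 1 (141 ± 59.6 CPM, log2 -3.14), and *Nudt19* at all 4 times, from a log2 of -1.50 at 12 hours to -2.24 at day 28 (354 ± 123 against 1670 ± 300 CPM). At days 6 and 28 the lower level of *Slc7a13* (log2 -1.76 and -1.64) did not pass without quiescent replicate 2 or day 6 replicate 2 or 3 at the former and without day 28 replicate 2 at the latter. *Slc34a1* of the proximal tubule was at 1040 ± 440 against 4860 ± 523 CPM at day 1 (log2 -2.23, adjusted p = 0.00026). A spot cluster led by hemoglobin genes held 11.35% of day 1 spots against 0.48% at quiescence. Day 1 replicate 3 had a median of 20.05% mitochondrial UMIs per spot. What these did to the day 1 values was not tested. Of the loop of Henle genes, *Umod* did not differ at days 6 and 28 (log2 -0.33 and -0.29), and at day 1 it was lower without day 1 replicate 1 alone (log2 -2.14 instead of -1.06), while *Slc12a1* fell at day 1 (116 ± 127 against 861 ± 80.8 CPM, log2 -2.89), or by a log2 of -4.34 without that section. The collecting duct genes *Aqp2* (log2 0.53, -0.46, -0.90, and 0.39) and *Fxyd4* showed no difference that passed at any of the 4 times.

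**Figure D4:**
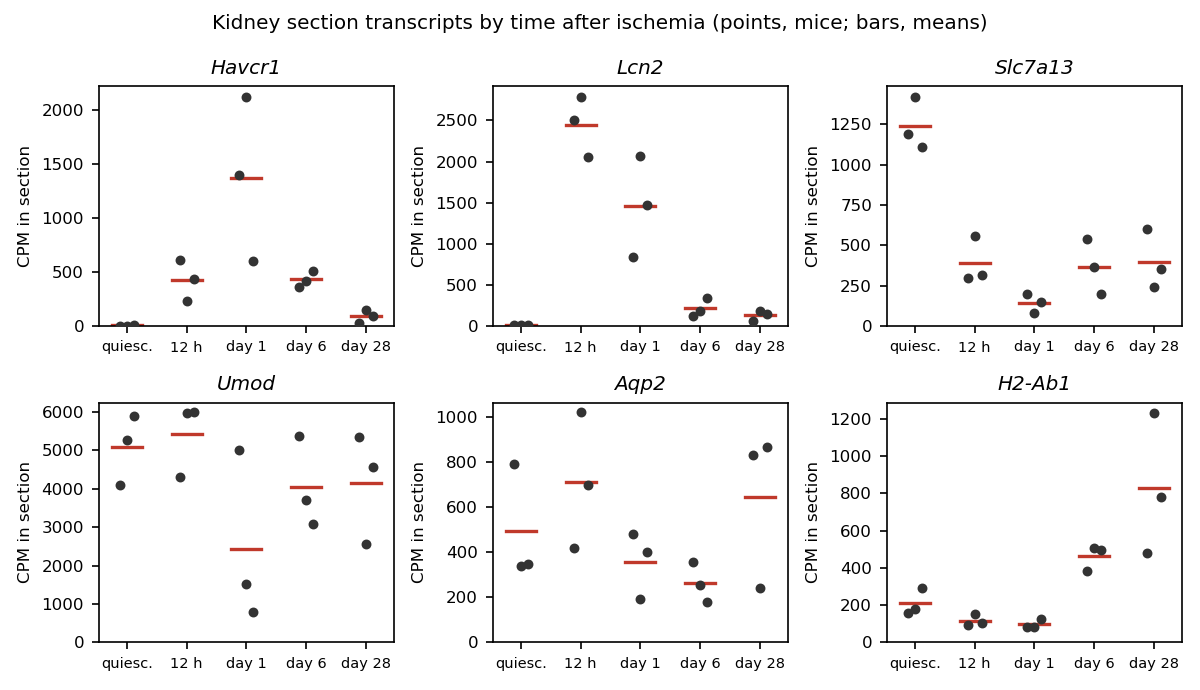
CPM of *Havcr1*, *Lcn2*, *Slc7a13*, *Umod*, *Aqp2*, and *H2-Ab1* in whole sections, 1 point per mouse.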

At 12 hours, we identified clusters that appeared to be in intermediate locations between their initial sites and their positions on day 1 and day 6 after injury. This was exemplified by the medullary subpopulations, clusters 1 and 3. During quiescence, these populations were predominantly present in zones V (papilla) and IV (inner medulla), respectively. At 12 hours after injury, cluster 1 and cluster 3 mapped to the cortical/medullary region. By day 1 after insult, cluster 1 was concentrated at the corticomedullary junction but also appeared to be distributed throughout the cortex. Cluster 3, initially found in the papilla, was also found in the cortex (Figure 5C).

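Cluster 1 could not be scored, and the direction in which cluster 3 moved depended on the processing. Its medullary index was 0.23 ± 0.1 in quiescent sections, 0.77 ± 0.32 at 12 hours, and 0.63 ± 0.5 at day 1, then -0.09 ± 0.2 at day 6 (permutation over 15 sections, adjusted p = 0.0263, 50% of shuffled reference labels gave a range as large). The range between times, 0.86, was 0.72 without 12-hour replicate 3, and the test was passed neither there nor without 12-hour replicate 2, day 6 replicate 2 or 3, or day 28 replicate 3. With transcripts that are higher in sections than in KRMs left out, the adjusted p was 0.445, and over the alternatives it ran from 0.00044 to 0.445. With log-normalization (adjusted p = 0.00044) the index fell from 1.19 ± 0.27 at quiescence to 0.25 ± 0.23 at 12 hours and 0.57 ± 0.28 at day 1. *Cd14* rose in the sections as a whole, to 60.7 ± 4.73 CPM at 12 hours and 100 ± 65.4 at day 1 from 5.69 ± 2.23 (log2 3.40 and 4.12, adjusted p = 0.00029 and 0.00018, edgeR), the latter at a log2 of 3.52 without day 1 replicate 3. *Fos* was 26.6-fold higher at 12 hours (35.7 ± 10.9 against 1.29 ± 0.748 CPM), so transcripts of cluster 3 gained sources or level across the kidney while its score was read.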

Spatial transcriptomics from day 28 shows that some KRM subpopulations did not map to their initial locations (Figure 5C). A comparison of KRM subpopulations at day 28 to their quiescent profile showed that while clusters 0, 1, and 2 mostly mapped to their quiescent location, clusters 3, 4, 5, and 6 appeared scattered throughout the tissue (Figure 5C). Notably, the day 28 kidneys appeared to lose spatially distinct medullary KRM subpopulations.

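At day 28 the medullary index stood at -0.52 ± 0.21 for cluster 0, -0.01 ± 0.15 for cluster 2, and -0.08 ± 0.39 for cluster 3, against -0.56, 0.03, and 0.23 at quiescence. With log-normalization it was 0.24 ± 0.3, -0.38 ± 0.07, and 0.94 ± 0.07, against -1.07, -0.86, and 1.19. An exact permutation of 3 sections against 3 cannot pass 0.05, since its smallest p is 0.1. Among KRMs with more than 4 UMIs of *C1qa*, the index of cluster 4 was highest at quiescence and lowest at 12 hours (range of means 2.78, permutation over 15 sections, adjusted p = 6e-05, 5.5% of shuffles as large) and that of cluster 5 lowest at quiescence and highest at 12 hours (range 2.76, adjusted p = 0.00096, 2.5% of shuffles). At day 28 these stood at 0.45 ± 0.03 and 1.44 ± 0.31, against 0.81 ± 0.09 and 0.37 ± 0.43 at quiescence. The day 28 sections held the fewest UMIs in total (6607267 at the median section), while per spot 2 of the day 1 sections had fewer (medians of 2113 and 1133 against 3402.5 to 4163).
Macrophage transcripts were not lost from these sections. *C1qa* was 4.84-fold above quiescence at day 28 (173 ± 77.7 against 35.7 ± 14.3 CPM, log2 2.28, adjusted p = 0.00273, edgeR) and 4.68-fold at day 6, *Adgre1* 5.59-fold at day 6 (25.3 ± 5.34 against 4.48 ± 2.52 CPM), and *Mrc1* 7.57-fold at day 28 (24.3 ± 11 against 3.17 ± 0.829 CPM). Of 12 resident macrophage genes 9 were higher and 0 lower at day 28 (camera adjusted p = 0.00081, or 0.425 with an estimated correlation), and 8 at day 6 (9 adjusted over the list alone).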

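At day 28, *Fos* was 12.8-fold higher in cluster 3 than in the other KRMs of the same 3 mice (2810 ± 341 against 218 ± 25.6 CPM, log2 3.68, SE 0.04, adjusted p = 2.7e-23, edgeR). *Cxcl2* was 17-fold higher (719 ± 269 against 42.2 ± 16.2 CPM), *Ccl4* 8.94-fold (3200 ± 870 against 355 ± 74.5 CPM), *Ccl3* 7.98-fold (1370 ± 276 against 171 ± 30 CPM), and *Cd14* 2.09-fold (1180 ± 49.1 against 566 ± 76.1 CPM, log2 1.07, SE 0.05). *Hspa1a* (log2 1.52) and *Btg2* (log2 1.89) again went with cluster 3. In cluster 6, *Ifit2* was 16.6-fold higher (686 ± 36.1 against 41.5 ± 6.67 CPM, log2 4.05, SE 0.08), *Ifit3* 16.2-fold (576 ± 47.5 against 35.6 ± 7.43 CPM), and *Isg15* 14.4-fold (842 ± 231 against 59.3 ± 22.6 CPM). All of these genes were held out of the clustering. By list, 17 of 18 inflammatory and chemotactic genes were higher in cluster 3 and *Ccl7* lower, and 21 of 21 interferon-stimulated genes were higher in cluster 6. Most list members did take part in the clustering. Cluster 6 at day 28 also had 8 of 9 monocyte and 6 of 6 dendritic cell genes higher. Cluster 1 was not resolved at day 28 either.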

The GO terms for clusters 1, 3, and 6 at day 28 remained antiviral and antibacterial (Supplemental Table 3). Cluster 2 had reestablished terms involved in iron handling. 

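The iron handling genes of cluster 2 were higher at day 28 than in the other KRMs of those mice, each in 3 of 3. *Slc40a1* was 3.33-fold higher (46.6 ± 8.21 against 14.0 ± 1.05 CPM, log2 1.74, SE 0.10, adjusted p = 3.4e-10, edgeR), *Hmox1* 2.47-fold (123 ± 15.7 against 49.8 ± 4.18 CPM, log2 1.30, SE 0.08), *Prdx1* 1.98-fold (917 ± 106 against 462 ± 27.1 CPM), *Ftl1* 1.72-fold (8020 ± 227 against 4650 ± 201 CPM), and *Fth1* 1.41-fold (14400 ± 1110 against 10200 ± 281 CPM, log2 0.49, SE 0.04). Of 16 heme and iron genes 13 were higher and 0 lower, as were 20 of 22 lysosome and phagocytosis genes with 1 lower. Whether the contrast at day 28 differs from that at quiescence was not tested.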

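In cluster 0 at day 28, 2 of 26 held-out genes were higher and 22 lower, while over the 11961 genes tested 2102 were higher and 2079 lower. *Ccr2* was slightly higher (511 ± 29.1 against 444 ± 24.5 CPM, log2 0.20, SE 0.03, adjusted p = 3.9e-07, edgeR) and *Fth1* by a log2 of 0.27, while *Cxcl2* (log2 -3.47) and *Fos* (log2 -2.40) were lower. Of 18 inflammatory and chemotactic genes 18 were lower, and of 12 resident macrophage genes 8 were higher and 2 lower.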

While GO terms appeared for cluster 0, they had FDRs above the significance level (FDR < 0.05). Clusters 4 and 5 continued to be involved in chemotaxis.

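Clusters 4 and 5 could be followed at day 28 among KRMs with more than 4 UMIs of *C1qa*. In cluster 4 the monocyte chemokine *Ccl2* was a little higher than in other KRMs (111 ± 30.8 against 87.2 ± 6.82 CPM, log2 0.35, SE 0.09, adjusted p = 0.00206, edgeR, 2 of 3 mice), while *Cxcl2* was lower (46 ± 13.1 against 115 ± 45.3 CPM, log2 -1.31, SE 0.10) and *Ccl4* as well (295 ± 26.5 against 654 ± 209 CPM, log2 -1.10). Of 18 inflammatory and chemotactic genes 1 was higher and 11 lower in cluster 4. In cluster 5, *Ccr2*, a chemokine receptor, was 2.48-fold higher (1140 ± 131 against 456 ± 18.9 CPM, log2 1.31, SE 0.05) and *Cxcl2* slightly (129 ± 44.7 against 110 ± 43.8 CPM, log2 0.28, 2 of 3 mice), but *Ccl2* (log2 -0.64), *Ccl3* (log2 -1.30), and *Ccl4* (log2 -1.29) were lower. That list split in cluster 5, with 5 of 19 higher (*Ptgs2*, *Cxcl2*, *Tnip3*, *Tnfaip3*, and *Nfkbia*, 6 adjusted over the list alone) and 8 lower. *Vim* was 7.07-fold higher in cluster 5 (853 ± 126 against 121 ± 26.6 CPM), and *Fcrls* 3.18-fold and *Igf1* 2.87-fold higher in cluster 4 (275 ± 40.8 against 87.7 ± 20.4 and 215 ± 77.8 against 74.4 ± 6.59 CPM). Of the other genes of cluster 4, *Stab1* (log2 1.04, SE 0.07), *Pf4* (log2 0.81), and *Mrc1* (1.68-fold, 974 ± 75.7 against 579 ± 36.9 CPM) stayed higher, and *Cd14* did not differ (log2 0.01).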

## Discussion

Using scRNA-Seq in conjunction with spatial transcriptomics, we identified, characterized, and localized 7 major subpopulations of KRMs in the mouse kidney before and after ischemic injury. We revealed that KRM subpopulations exist within microenvironmental niches associated with specific zones, roughly approximating layers from the cortex to the papilla. After the injury, the original compartmentalization of KRM subpopulations is lost and is still not fully regained 28 days after injury.

Recent work in the area of the kidney myeloid immune system has focused on increasing the understanding of the various subpopulations in quiescence and following injury (15, 24). Our work expands on these evolving definitions and characterizes protein expression markers for multiple transcriptionally distinct subpopulations. Current studies analyze the macrophage compartment as a whole, which provides important information on infiltrating monocytes but can cloud the understanding of the KRM population. By focusing solely on the KRMs, we have identified at least 7 transcriptionally distinct major subpopulations. Some of these, such as the type I IFN–responding cluster 6, share similarities with resident macrophage populations in other tissues (25, 26). Others, like cluster 5, which expands after ischemic injury, may be unique to the kidney.

In an attempt to generate a comprehensive understanding of kidney macrophages, we identified quiescent protein expression markers for subpopulations that had been identified across injury models previously by other groups. We identified cluster 3 as CD14^++^ and cluster 4 cells as CD206^+^. In human kidneys, CD14^++^ macrophages have been identified as a subpopulation primed against bacterial infection and responsive to salt gradients in models of urinary tract infections (27). Additionally, medullary CD14^++^ cluster 3 KRMs express transcripts involved in neutrophil chemotaxis and activation. Previous studies by Berry et al. demonstrated that medullary CD14^++^ macrophages isolated from human medulla activate neutrophils (27). CD206^+^ macrophages have been identified by other groups in models of unilateral ureteral obstruction and polycystic kidney disease (15, 28). Like in those studies, our CD206^+^ cluster 4 KRMs expressed transcripts for *Stab1*, *Fcrls*, and *Igf1*, which are associated with tissue regeneration and fibrosis. In the liver, resident macrophages that express similar transcripts to cluster 4 are thought to be involved in the prevention of fibrosis following insult (29). Zimmerman et al. identified CD206^+^ KRMs surrounding cysts in polycystic kidney disease development, and inhibition of KRM proliferation decreased CD206^+^ KRM numbers and lessened cyst growth and numbers, suggesting that cluster 4 cells could be involved in cyst formation or fibrosis progression (28).

Stratification of KRMs into specific zones within the kidney was previously unknown. The spatial location of macrophages effects their function in other tissues, such as the lung, spleen, and liver, and response to an immunological challenge, in the case of tuberculosis or tumors (8–12). Although many disease states have known connections with KRMs (30–32) and targeting populations holds great therapeutic promise, successful design and implementation of such strategies are limited by our current understanding of KRM regulation and response to injury. As it relates to location, cluster 0 is initially at the site of the greatest insult during an ischemic event. The lack of oxygen in the tissue damages the mitochondria-heavy S3 proximal tubule cells in the corticomedullary junction (33, 34). Cluster 1 was the second-largest KRM population and was concentrated in the papilla. Its presence in zone V, which has aquaporin 2 gene expression, suggests that cluster 1 cells are found near the collecting ducts. Prior studies have indicated a relationship between macrophages and the collecting duct in the context of IgA nephropathy, with one study suggesting a role in driving fibrosis in that region (35, 36). Cluster 2, which is distinguished by its iron-handling transcripts, was located in the cortex around proximal tubules, where iron is reabsorbed in healthy conditions and accumulates during iron disorders (37). Additionally, the subpopulation locations suggest a coordinated positioning to protect the kidney from infection. The transcriptome and location of clusters 1, 3, and 6 depict a strategic immune barrier from the ureter, the most common origin of kidney infections (38). Macrophage subpopulations in other tissues, such as the lung, gut, and skin, are known to perform this function (39–42). Our work highlights the diversity among the KRMs and the corresponding need to selectively target specific subpopulations with respect to the originating mechanism of insult.

It is similarly important to consider timing, as the KRMs alter their spatial location after injury. This apparent movement can be ascribed either (a) to a physical translocation of the KRMs following injury and/or (b) to KRM subpopulations in specific locations undergoing a transition from transcriptional profiles associated with one cluster to another. The former hypothesis is supported by data showing that 12 hours after injury, clusters 1 and 3 appear at intermediate locations between their quiescent and 24-hour locations. In addition, GO analysis from time points following injury identifies many terms involved in cell migration and motility. This further supports that the KRM subpopulations have location-specific responses to areas of damage within the kidney and may both relocate and alter their transcriptional profile in response to injury. While our data support the possibility that KRMs are migrating, future experiments will need to confirm KRM locomotion.

Nevertheless, the transcriptomic atlas, with many KRM subpopulations no longer expressing their original profiles and existing within new locations, is persistently altered and future therapeutics will need to consider the location at the time of treatment to accurately gain the desired effect. During the course of our studies, the transcriptomic profile failed to return to quiescence, even after 28 days. Given the continued disruption in transcriptional and spatial distribution beyond acute injury, KRMs may influence the transition from AKI to chronic kidney disease (CKD). A single AKI event drastically increases the risk for the development of CKD (43–46), although the mechanisms that underlie the AKI-to-CKD transition remain unclear. Multiple cell types have been implicated, including damaged proximal tubules and vascular cells, in addition to leukocytes (47). KRMs are of particular interest given their capacity for inflammation and fibrosis and continued presence in the tissue beyond an acute injury (48–52). Future studies should consider the effect of the altered KRM subpopulations on long-term kidney function both from native kidneys and following transplant.

This work has characterized the subpopulations of KRMs and determined their location within healthy kidneys. Following insult, we tracked the subpopulations as they appear to relocate throughout the tissue, suggesting locomotion by these cells in response to injury, as a result of tubule cell death and/or transient ischemia to the various subpopulations. Finally, our data confirm a long-hypothesized dysregulation of the immune system following AKI and provide a foundational framework for the increased risk for CKD following an AKI event. The result is a KRM atlas of the murine kidney that can provide a point of reference for future studies into the role of the resident macrophage system in the normal and injured kidney.

## Methods

### Animals.

Male C57BL/6J mice, 12–16 weeks of age, were obtained from The Jackson Laboratory. Mice were housed at the University of Alabama at Birmingham (UAB) animal facilities in compliance with the NIH guidelines regarding the care and use of live animals.

### Bilateral ischemia/reperfusion injury.

Mice were subjected to bilateral ischemia/reperfusion injury, as previously described (3, 4). All surgeries were performed in the morning. Mice were anesthetized using ketamine and xylazine (i.p.). Under aseptic precautions, both kidneys were clamped at the renal pedicle using a microserrefine vascular clamp (Fine Science Tools, 18055-05). After 19 minutes, the clamps were removed to allow reperfusion. Reperfusion was visually confirmed within 1 minute. Body temperature, measured by a rectal thermometer, was carefully maintained at 37°C ± 1°C.

### Flow cytometry/FACS.

KRMs represent approximately 1%–2% of total viable cells in a quiescent kidney. In order to obtain a minimum number of cells to draw meaningful conclusions about KRM subpopulations as determined by scRNA-Seq, we isolated KRMs using flow cytometric sorting. Leukocytes were isolated as previously described (3, 4). Mice were anesthetized under isoflurane and perfused through the left ventricle with 10 mL cold PBS. Kidneys were removed, stripped of the capsule, minced with a razor blade on a glass slide, and placed into Liberase (MilliporeSigma) at 37°C for 30 minutes. The digestion was stopped by adding cold PBS containing 1% BSA, and tissue was further disaggregated through an 18-gauge syringe. Red blood cells were lysed using ACK lysis buffer for 2 minutes at room temperature, and the remaining leukocytes were then washed with ice-cold PBS. Cells were then stained with violet fixable viability dye (Invitrogen L34955) and treated with unlabeled anti-CD16/32 antibody to block Fcγ3 receptors. Cells were subsequently stained using anti–Gr-1 Alexa Fluor 700 (Ly6G, clone 1A8, BioLegend), anti-CD11b super bright 600 (M1/70, Invitrogen), anti-F4/80 APC-eFluor-780 (BM8, Invitrogen), anti-NK1.1 PE-C7 (PK136, Invitrogen), anti-CD45.2 BV-650 (104, BioLegend), anti-MHC II (I-A/I-E) PerCP (M5/114.15.2, BD Biosciences), anti-CD19 super bright 702 (6D5, BioLegend), anti-TCRβ Pe-Cy5 (H57-597, BD Biosciences), and anti-CD14 APC (Sa2-8, Invitrogen) (Supplemental Figure 1).

### Nuclear isolation from whole kidney.

Nuclei were isolated using Nuclei Lysis Buffer containing Nuclei Isolation Kit: Nuclei EZ Prep Buffer (MilliporeSigma) supplemented with cOmplete ULTRA Tablets (MilliporeSigma) and SUPERase IN (Thermo Fisher Scientific) and Promega RNAsin Plus nuclease inhibitors. Kidneys were minced into less than 1 mm pieces in 2 mL Nuclei Lysis Buffer. Samples were transferred to a dounce homogenizer (Kimble) and homogenized. An additional 2 mL Nuclei Lysis Buffer was added to the sample and incubated for 5 minutes on ice. Samples were passed through a 40 μm filter into a 50 mL conical tube. Samples were centrifuged at 500*g* for 5 minutes at 4°C. The supernatant was removed, and the pellet was washed with 4 mL Nuclei Lysis Buffer containing 1% bovine serum albumin for 5 minutes on ice. Samples were centrifuged at 500*g* for 5 minutes at 4°C. Samples were passed through a 5 μm filter into a 50 mL conical tube and then centrifuged again. Nuclei were resuspended in a solution containing PBS, 1% BSA, and 0.1% RNAse inhibitor.

### scRNA-Seq/single-nuclear RNA-Seq.

Purified cells or nuclei were transferred on ice to the UAB Flow Cytometry and Single Cell Core and immediately processed using the Chromium 3′ Single Cell RNA sequencing kit (10× Genomics) according to the manufacturer’s instructions. The cell suspension was counted and combined with a 10× Chromium reagent mixture and loaded into a microfluidic single-cell partitioning device in which lysis and reverse transcriptions occur in microdroplets. The resulting cDNA was amplified by a polymerase chain reaction and subsequently processed to yield bar-coded sequencing libraries. Paired-end sequencing was carried out on an Illumina NovaSeq6000 sequencing platform (Illumina). Reads were processed using the 10× Genomics Cell Ranger Single-Cell Software Suite (version 6.0) on the UAB Cheaha High-Performance Computing Cluster. BCL files were converted to FASTQ files using the CellRanger mkfastq function. CellRanger count was used to align the FASTQ files to the mouse genome (mm10). The gene table, barcode table, and transcriptional expression matrices were created for the analysis indicated below.

### Spatial transcriptomics.

The Visium system relies on a 2-dimensional matrix of 5000 spots distributed on a microscope slide in a 6.5 by 6.5 mm square. Each spot, which contains a poly-dT oligonucleotide with a unique sequence (bar code), is 50 μm in diameter at a distance from the other spots of 100 μm from center to center. Kidneys were embedded in the Optimal Cutting Temperature matrix (Fisher Scientific) and stored at –80°C. Before sectioning, blocks were equilibrated to –10°C for 30 minutes. A 10 μm section was placed onto specialized Spatial Gene Expression slides (10× Genomics) and processed according to the manufacturer’s protocols. Briefly, slides were stained with H&E, and bright-field images were acquired using a Keyence BZ-X700 microscope. Tissues were permeabilized for 18 minutes, and cDNA was generated and used to create second-strand DNA. The resulting cDNA was subject to downstream amplification and library processing for scRNA-Seq. Reads were processed using the 10× Genomics Cell Ranger Single-Cell Software Suite (version 6.0) on the UAB Cheaha High-Performance Computing Cluster. BCL files were converted to FASTQ files using the SpaceRanger mkfastq function. SpaceRanger count was used to align the FASTQ files to the mouse genome (mm10).

### Sequencing analysis.

Both scRNA-Seq and spatial transcriptomics analyses were carried out using packages created for the R statistical analysis environment (version 4.06). Data were primarily analyzed using Seurat (version 3.2.3) and its associated dependencies (19, 53) as previously described (54). Data from each mouse were imported using the Read10X function and then structured into a Seurat object using CreateSeuratObject. For quality control, cells with unique feature counts over 2500 or under 200 were excluded. Data were normalized and scaled using SCTransform (55). Objects from each time point were labeled with unique group IDs and then merged into a single object using the Seurat merge function. Data objects were integrated using the Harmony R package (56). Principal component analysis was performed based on 30 principal components, and then cells were clustered using FindAllMarkers set to a resolution of 0.4. The dimensional reduction was done using UMAP. WebGestaltR was used for gene ontology analysis to identify pathways using the Biologic Process and Kyoto Encyclopedia of Genes and Genomes databases (57).

### Integration of scRNA-Seq and spatial transcriptomics to resolve cell location.

The spatial matrix was integrated with the scRNA-Seq data set using the anchor-based workflow built into the Seurat package. FindTransferAnchors was used on the data object containing all 7 KRM clusters. Using the generated anchor set, the TransferData function created predictions from the KRM reference clusters and applied that to the spatial data set. Using a predictions assay, each subpopulation could be visualized using SpatialFeaturePlots.

### Immunofluorescence staining and imaging.

Kidneys from Cx3Cr1^+^ GFP mice (obtained in-house) were cryosectioned onto glass slides and then fixed in 4% paraformaldehyde for 10 minutes. Tissues were permeabilized using 0.2% Triton X-100 in PBS for 8 minutes, washed 3 times with PBS, and then blocked in a solution containing PBS, 0.1% Triton X-100, 1% bovine serum albumin, and 1% donkey serum for 30 minutes at room temperature. Primary antibodies, including anti-CD206 (abcam, ab64693, 1:250) were diluted in a blocking solution and stained overnight at 4°C. Tissues were washed with PBS; stained with secondary antibodies, including anti-rabbit Alexa Fluor 595 (Invitrogen, A21207, 1:1000) and anti-rat Alexa Fluor 647 (Invitrogen, A21247, 1:1000), for 30 minutes at room temperature; and then washed again with PBS. A 1:1000 DAPI solution was added for 5 minutes at room temperature and then washed with PBS. Slides were mounted with IMMU-MOUNT (Thermo Fisher). All images were captured on a Nikon Spinning-disk confocal microscope with a Yokogawa X1 disk, using a Hamamatsu flash4 sCMOS camera with a ×40 oil immersion objective. Images were processed and analyzed in NIS Elements software (Nikon; version 5.0) and ImageJ (NIH). A blinded observer quantified the number of CD206^+^Cx3cr1^+^ cells of the total Cx3Cr1^+^ cells per high-power field.

### Data availability.

The scRNA-Seq and spatial transcriptomics data generated for this paper were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE200115).

### Statistics.

GraphPad Prism 8.0 was used for statistical analysis. The mean ± SEM was determined for each treatment group in the experiment. A 1-way ANOVA followed by post hoc analysis was used to determine the statistical significance between groups. *P* values of less than 0.05 were considered significant.

### Study approval.

All animal work performed was reviewed and approved by the Institutional Animal Care and Use Committee at UAB.

## Author contributions

MDC, ENE, JMPL, AA, and JFG designed the experiments. MDC, EE, JMPL, JRL, SL, ZY, and ZL performed the experiments. MDC, EE, KHM, GGR, RK, BKY, AA, and JFG performed data analysis and interpretation. MDC, EE, KHM, AA, and JFG wrote the manuscript. All authors reviewed and approved the manuscript prior to submission. The authorship order among co–first authors was agreed upon after discussion by the authors.

## Supplementary Material

Supplemental data

Supplemental table 1

## Figures and Tables

**Figure 1:**
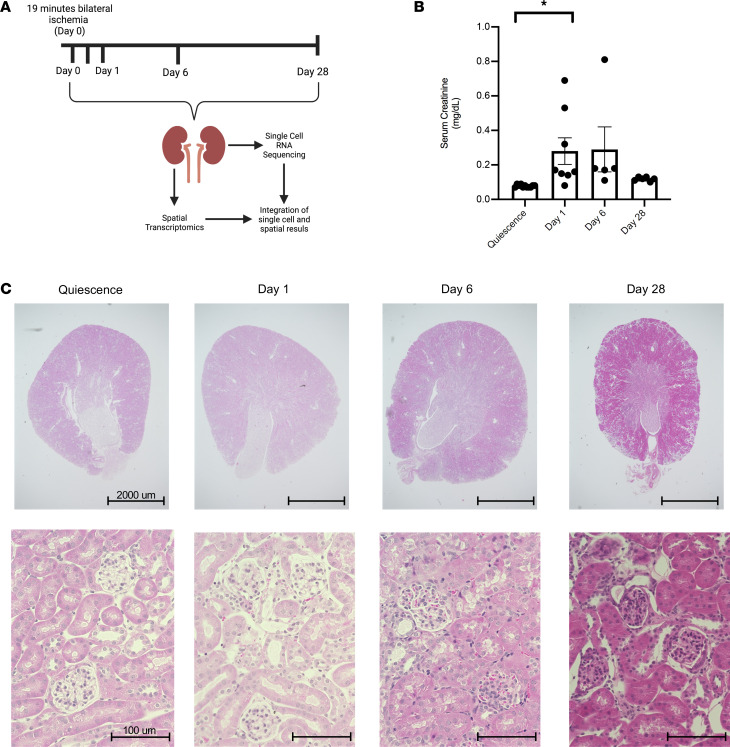
Model of acute kidney injury. (**A**) Schematic depicting work flow for scRNA-Seq and spatial transcriptomics. Mice were subjected to bilateral ischemia/reperfusion injury for 19 minutes. Kidneys were harvested at day 0, 12 hours, and days 1, 6, and 28 after injury. Kidneys were either utilized for spatial transcriptomics or digested and flow sorted for KRMs and subjected to scRNA-Seq. There were 3 biological replicates per time point. (**B**) Serum creatinine levels (mg/dL) at quiescence (day 0) and days 1, 6, and 28 after injury from at least 2 independent experiments. Data are reported as mean ± SEM. A 1-way ANOVA was used to determine the statistical significance between groups. *P < 0.05. (**C**) H&E-stained kidney sections at quiescence and days 1, 6, and 28 after injury. Scale bar: 2000 μm (top row); 100 μm (bottom row).

**Figure 2:**
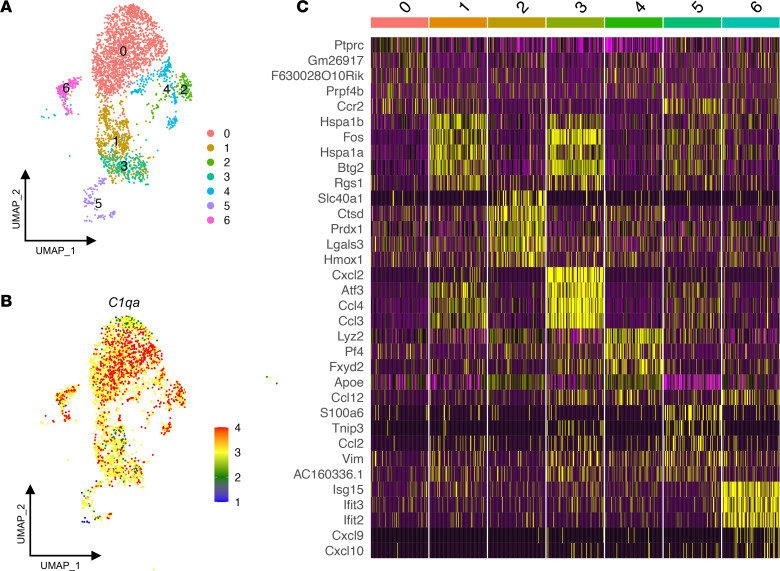
Single-cell RNA-Seq and spatial transcriptomics reveal distinct subpopulations of kidney-resident macrophages. (**A**) Uniform manifold approximation and projection (UMAP) plot of sequenced kidney-resident macrophages (KRMs) demonstrating 13 clusters. Contaminating kidney cells and clusters representing less than 1% were removed to leave 7 unique clusters in quiescence. (**B**) *C1qa* expression in all KRM clusters during quiescence. (**C**) Heatmap of top 5 differentially expressed genes among each subpopulation in quiescence ordered by adjusted *P* value.

**Figure 3:**
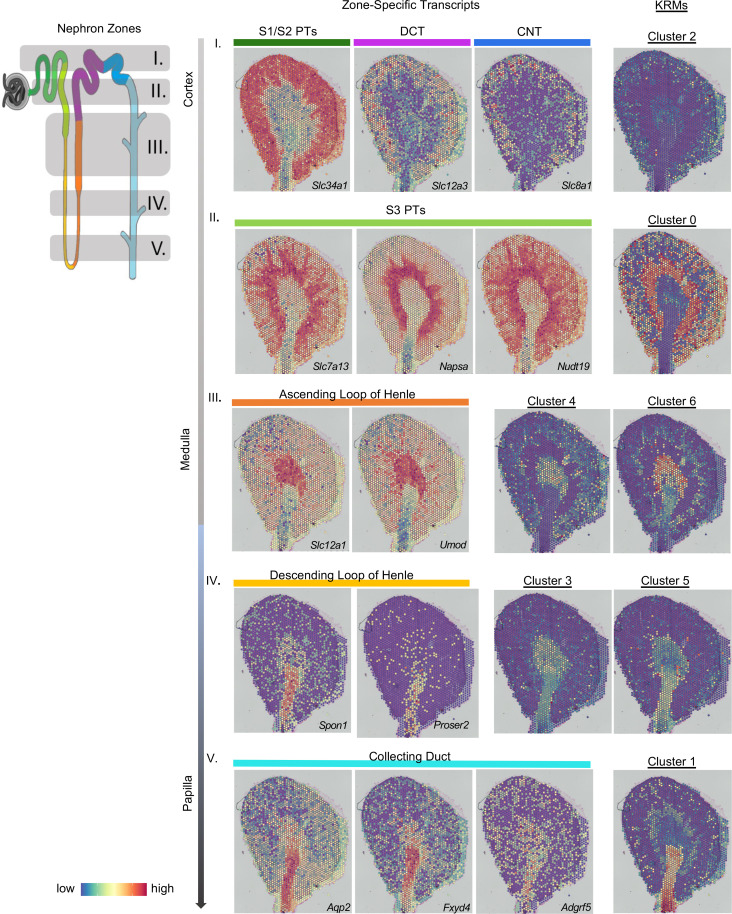
Kidney-resident macrophages are found in distinct regions. An integrated analysis of the single-cell RNA-Seq (scRNA-Seq) and spatial transcriptomics data was performed to localize the kidney-resident macrophage (KRM) clusters on a kidney section. A diagram of a nephron is color coded to delineate different nephron segments (see nephron zones; left). Gray shading and numbering (I–V) describes nephron zones that would be enriched in areas of a kidney cross-section. The spatial location of the nephron segments is shown by mapping segment-specific transcripts onto the histological image (see zone-specific transcripts; middle). Transcript markers are listed in the bottom right-hand corner of each section. Specific nephron segments are listed above each image. Colored bars correspond to the location of the segments from the nephron shown on the left. Row number (I–V) indicates the nephron zone. The integration of the KRM scRNA-Seq data onto the spatial section plots the location of KRM subpopulations within the quiescent kidney (right). The clusters are aligned with the kidney nephron segments that are found in the same zone to highlight the colocalization between KRMs and kidney cells. CNT, connecting tubule; DCT, distal convoluted tubule; PT, proximal tubule.

**Figure 4:**
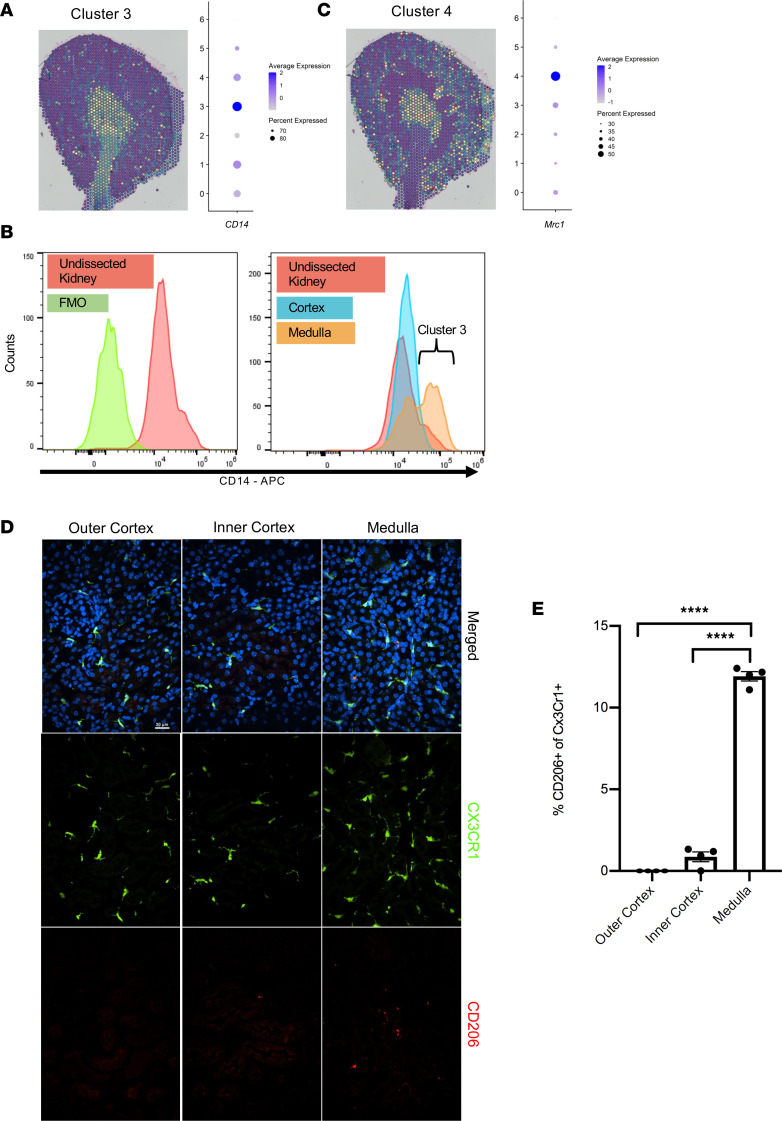
Spatial validation of protein markers. (**A**) Spatial location of cluster 3 overlaid on the histological image and a dot plot of *CD14* transcript expression for each cluster. (**B**) Kidneys were harvested and dissected to separate the cortex from the medulla to confirm the location of cluster 3 CD14^++^ cells in the medulla. Flow cytometry analysis of CD14 expression in KRMs of the whole kidney (left) and dissected cortex compared with medulla (right) along with the fluorescence minus one (FMO) control. (**C**) Spatial location of cluster 4 overlaid on histological image and a dot plot of *Mrc1* transcript expression show that cluster 4 is localized in the outer cortex and inner medulla but not the inner cortex. (**D**) Representative images from immunofluorescence of kidney sections of Cx3Cr1 GFP^+/–^ mice stained with CD206 and the nuclear stain DAPI to validate cluster 4 KRMs by confocal microscopy (original magnification, ×40). Results were averaged from 4 separate fields within each area with 4 mice in total over 2 independent experiments. Scale bar: 20 μm. (**E**) Quantitation from a blinded observer of CD206^+^ KRMs in the outer cortex, inner cortex, and medulla, expressed as a proportion of Cx3Cr1^+^ cells. ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test. Data are shown as mean ± SEM.

**Figure 5:**
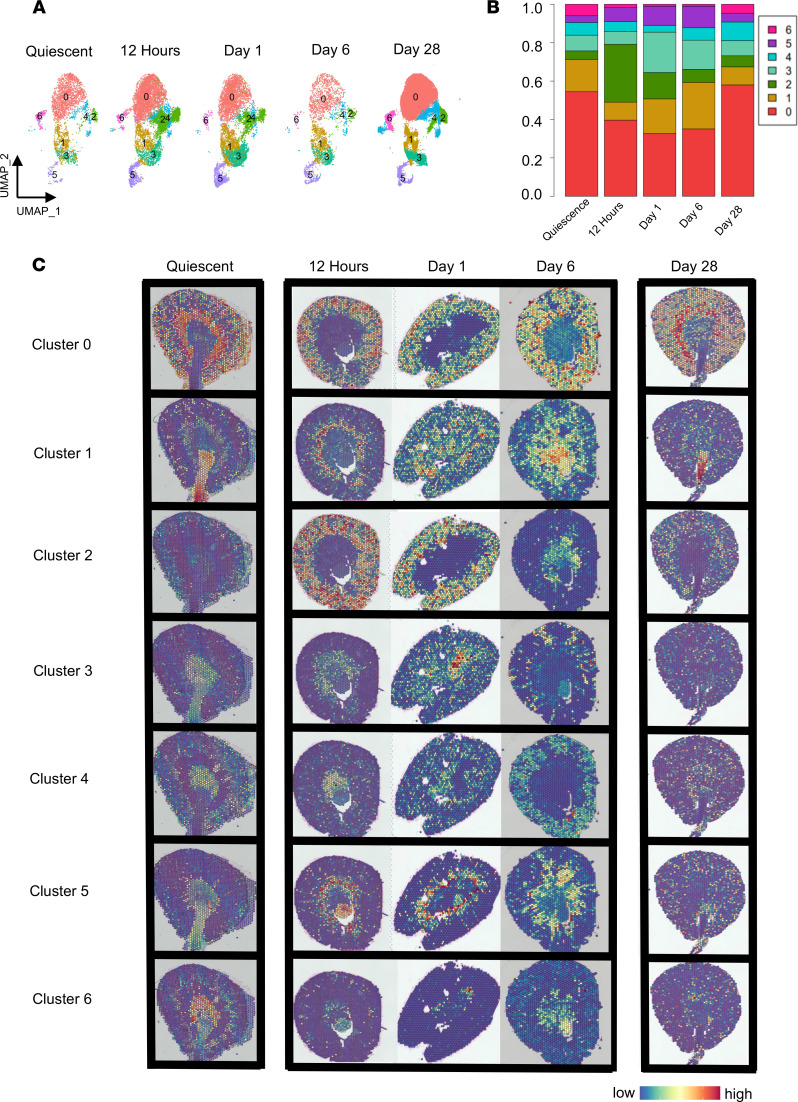
Spatial and proportional changes to KRM subpopulations following injury. (**A**) Uniform manifold approximation and projection (UMAP) plot of KRM clusters at quiescence and 12 hours, day 1, day 6, and day 28 after injury to assess changes after injury. (**B**) Changes in proportions of each cluster over time. (**C**) scRNA-Seq data from each time point integrated with their respective spatial transcriptomic kidney sections to resolve cluster locations. Each row represents a KRM cluster, whereas each column depicts a time point from quiescence to day 28 (left to right). Images were taken with ×4 objective then stitched together so they appear as ×2.

**Table 1:**
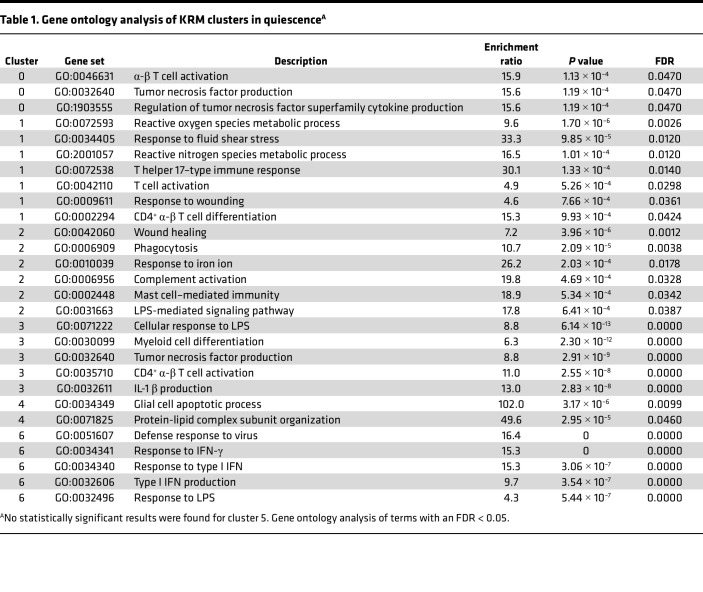
Gene ontology analysis of KRM clusters in quiescence^A^

## Version 1 09/06/2022

In-Press Preview

## Version 2 10/24/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

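The data were of 2 kinds, scRNA-Seq of sorted kidney cells (15 libraries) and Visium spatial transcriptomics of kidney sections (15 sections), from male C57BL/6J mice. Each kind covered quiescent kidneys and kidneys 12 hours, 1 day, 6 days, and 28 days after 19 minutes of bilateral ischemia, with 3 mice per group. Flow cytometry, immunofluorescence, histology, and creatinine were not analysed here. The authors processed the scRNA-Seq reads with Cell Ranger 6.0 and the Visium reads with Space Ranger 1.2.2 against mm10 (GRCm38), and every value used is a raw UMI count per gene and cell barcode or per gene and tissue-covered spot, without normalization. The release of the gene annotation is not stated. The quiescent, day 1, and day 6 scRNA-Seq libraries list fewer genes than the others, and 30406 genes are in both lists. Symbols carried by more than 1 gene (30) are told apart by the gene ID. Coordinates are those of GENCODE release M21 on GRCm38, which may not be the release the authors used.

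The sort gate was taken from the sample labels, which name F4/80-high CD11b-intermediate cells for quiescent kidneys and day 6, CD45+ cells for 12 hours, and CD11b+ cells for days 1 and 28, while the paper describes 1 gate. Gate, annotation, and time cannot be told apart at 12 hours and day 28, nor gate and time at day 1. Replicate numbers were not treated as pairs, since libraries of 1 number were little more alike across groups than others. The mean correlation was 0.009 against -0.005 for KRMs and 0.031 against -0.015 for sections. Of 15 samples each, 7 and 8 were most alike to samples of their own number.

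Cells with 200 to 2500 detected genes were kept, as in the paper, and spots with at least 200. Libraries held 1206 to 15117 cells, with medians of 2521 to 5760.5 UMIs per cell, and sections 1061 to 2785 spots, with medians of 1133 to 27023 UMIs per spot. Sums over the KRMs of a mouse came to 3606794 to 33549768 UMIs. Doublet scores (Scrublet) marked 585 cells (0.648%), which were left out in an alternative.

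Cells were clustered with scanpy 1.11.5 in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0): analytic Pearson residuals of 3000 variable genes, 30 principal components, a Harmony-type correction between libraries, 20 neighbors, and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.4 with seed 1. These stood in for SCTransform, Harmony, and Seurat 3.2.3 of the paper. Clusters of all cells were named by the class whose marker genes scored highest. The KRMs of macrophage-like clusters were clustered again without 26 transcripts that the paper uses to describe its subpopulations. A KRM cluster was matched to the paper's cluster 1, 2, 3, 4, 5, or 6 whose list scored highest, if the score reached 0.5 and at least 2 of the list's genes were among the 10 leading genes, and to cluster 0 where no list reached 0.5. Clusters of at most 1% of KRMs were left out, and clusters led by mitochondrial or nuclear-retained transcripts were left unnamed. Leading genes needed a mean of 50 CPM, with a pseudocount of 50 CPM. KRMs thinned to 1500 UMIs were assigned to the nearest cluster mean of log-normalized counts and not clustered again.

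Some of these rules were set after clusters had been looked at: the pseudocount for leading genes, the rules for classes, for matching, for unnamed clusters, and for regions, and the merging of zones IV and V. Clusterings at a resolution of 0.8 with log-normalization or with the held-out genes kept, and of quiescent cells alone, had been seen when they were set. Cluster 1, matched only without the correction between libraries, is not reported as a cluster. Clusters 4 and 5 are reported from KRMs chosen by more than 4 UMIs of *C1qa*. The paper's table of cluster genes was held in part (1999 of its rows), so no overlap with it was computed, and it had been seen when the gene lists were written.

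Counts were summed per mouse over KRMs, over the KRMs of a cluster and the other KRMs, over whole sections, or over the spots of a region, and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization and quasi-likelihood tests, with all groups in 1 fit). Clusters and regions were compared within mice, with the mouse as a factor. The tests were 2-sided, with the Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. DESeq2 1.42.0 was run as an alternative. Lists of genes fixed before the data were examined, though after the paper's gene table had been seen, were tested with camera (limma 3.58.1, preset correlation 0.01, and an estimated correlation as an alternative). Shares of KRMs per cluster were tested with edgeR on counts of cells, adjusted over 16 tests (24 for KRMs chosen by *C1qa*), where the design had foreseen 7 clusters at 4 times. With 3 mice against 3 an exact permutation cannot give less than 0.1.

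Spots were clustered in the same manner, which gave 17 clusters, and assigned to zones by the zone transcripts of Figure 3. Prediction scores came from the anchor-based transfer of Seurat 5.3.0 with SCT normalization. The reference was drawn from KRMs of the same time point, with at most 500 KRMs per cluster. Scores of a region against the other regions were compared with an exact permutation of regions within mice, and medullary indices over the 5 times with 100000 permutations. Single-nucleus data that the paper used to check its mapping were not used here.

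The procedures were tested on simulated data. In KRM sums of day 6, 35.8% of genes with a planted log2 change of 0.5, 95.5% with 1, and 100% with 2 were called, and in sections of day 6, 9%, 61.2%, and 100%. In the comparison of cluster 3 with the other KRMs the figures were 40.3%, 89.6%, and 100%, and in zone III 64.2%, 100%, and 100%. A planted log2 change of 1 in a share at day 1 was called in 99.5% of runs, with 1.07% false calls. A planted difference in location of 0.1 (SD 0.02) was called in 100% (2.5% false). A planted change in medullary index of 0.8 (SD 0.2) was called in 99.5% (7.5% false). In the data the SD for cluster 3 was 0.0583 for location and up to 0.5 for the index. These rates therefore hold only for the spreads planted. The location rate also does not carry over to a single cluster in the data. After adjustment over 4 clusters, 1 cluster alone could not pass with 64 arrangements.

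Alternatives planned before the data were examined were other selections of KRMs, resolutions of 0.2 and 0.8, log-normalization, no correction between libraries, no upper limit on detected genes, a limit of 10% mitochondrial UMIs, removal of doublets, thinning to 1500 UMIs, keeping the held-out genes, KRMs of cluster 0 alone, other tests and filters, a replicate block, quiescent KRMs as reference for every section, spots assigned to a zone by their zone transcripts, and leaving out each library. Alternatives added after the data were seen left out a macrophage-like cluster with a tubule transcript among its 10 leading genes at a pseudocount of 10 CPM (but led by *Ccl4* and *Ccl3* at 50 CPM), the unnamed clusters, or genes that share exons with a gene of 1 annotation version, kept the held-out genes at a resolution of 0.8, used KRMs chosen by *C1qa* for clusters and locations, repeated the day 28 lists at a resolution of 0.8, or counted the zones assigned by transcripts.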

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

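The comparisons described here were picked after the results had been seen. The gene lists were written before the data were examined, though after the paper's table of cluster genes had been seen. With 3 mice per group no library was tested as an extreme value.

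Several gene programs ran in opposite directions in sorted KRMs and in whole sections. At 12 hours 10 immediate early genes (*Fos*, *Fosb*, *Jun*, *Jund*, *Egr1*, *Atf3*, *Btg2*, *Klf2*, *Klf4*, and *Klf6*) were lower in KRMs than at quiescence and higher in the sections, and at day 28 so were 8 of them (*Fos*, *Jun*, *Jund*, *Egr1*, *Atf3*, *Btg2*, *Klf4*, and *Klf6*). In the sections 16 of 16 immediate early genes were higher at 12 hours (camera adjusted p = 4.2e-07, or 0.454 with an estimated correlation). At day 6, 5 MHC class II genes (*H2-Ab1*, *H2-Eb1*, *H2-DMa*, *H2-DMb1*, and *Cd74*) were lower in KRMs and higher in the sections, where *Cd74* reached 1010 ± 99 from 343 ± 148 CPM. The mice of the 2 groups did not overlap for any of these genes in either assay, which chance alone gives for 10% of genes. Whether the changes differ between KRMs and sections was not tested, since the assays share no scale. Sections hold every cell type of the kidney.

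The sections also showed programs that the paper does not discuss. All 11 tubular injury genes were higher at 12 hours and all 11 at day 1. At day 1, 7 of the neutrophil genes were higher (camera adjusted p = 0.0478), with *S100a8* at a log2 of 8.29, or 6.54 without day 1 replicate 3 and 10.44 without quiescent replicate 3. At day 6, 9 of 10 proliferation genes were higher (camera adjusted p = 1.1e-07), among them *Mki67* at 15.3 ± 6.81 against 1.91 ± 0.239 CPM (8.02-fold). At day 28 all 6 T cell genes (camera adjusted p = 0.00088), all 6 dendritic cell genes (adjusted p = 0.00112), and all 6 fibroblast genes (adjusted p = 0.00112) were higher. None of these lists passed with an estimated correlation.

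In the 12-hour libraries, whose labeled gate was CD45+, 25.05% of cells were neutrophil-like, although the paper's gate excludes Gr-1+ cells.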

How the results depend on the processing

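Settings described as added were chosen after the data had been seen. Of the alternative values of the comparisons as a whole, 383 were the same by the rule used (call and direction kept and a count within 1.5-fold), 51 moved, 18 were weaker, and 1 was stronger. Of those for single genes and clusters, 8478 were the same, 585 weaker, 172 stronger, and 42 reversed in direction. Where a cause is not named, it was not tested.

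The number of KRMs, 60824, was 37570 with at least 1 UMI of *Adgre1* and *C1qa*, 16869 with *Itgam* as well, 57830 with more than 4 UMIs of *C1qa*, 58880 with a limit of 10% mitochondrial UMIs, and 53492 without an upper limit on detected genes.

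For KRM genes against quiescence, a fit of the 2 groups alone gave 2222 genes at day 6 instead of 3748, and leaving out each library gave 2301 (without day 6 replicate 3) to 4562. A replicate block gave 5001, 5323, 3529, and 3817 genes at 12 hours and days 1, 6, and 28, and 6206 between days 28 and 1. Within cluster 0 alone *Fos* turned from -0.75 to 0.46 at 12 hours and from -1.02 to 0.16 at day 28 (log2), and *Hspa1a* from -0.73 to 0.04 at day 28. Of 27 list calls in KRMs by camera, 0 passed with an estimated correlation, where every adjusted p was 0.553 or more. In sections, 3689 genes passed at day 1 and 4587 at day 6 when the 2 groups were fitted alone, instead of 7040 and 2291, and with a replicate block 6869, 7116, 2447, and 5216 passed at the 4 times. Leaving out each section gave 796 to 1949 at day 6 and 2132 to 5509 at day 28.

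The number of held-out genes higher in a quiescent cluster was 1 instead of 3 for cluster 0 without the mouse as a factor, 5 instead of 10 for cluster 2 at a resolution of 0.8 and 6 among KRMs chosen by *C1qa* (added), 9 instead of 14 for cluster 3 and 7 instead of 4 for cluster 6 without the correction between libraries, and for cluster 4 1 instead of 6 with the held-out genes kept at a resolution of 0.8 (added). Without the correction between libraries, where clusters follow the libraries, genes of cluster 0 turned: *Mrc1* 0.58 (from -0.49), *Fcrls* 1.92 (-1.57), *Pf4* 0.72 (-0.33), *Tnip3* 0.96 (-3.08), *Ccl2* 1.69 (-3.01), *Stab1* 0.51 (-0.54), *Hspa1b* 0.21 (-1.49), *Hspa1a* 0.14 (-1.82), and *Fth1* -1.26 (0.24). So did *Ftl1* -0.41 (from 0.47) and *Fth1* -0.78 (0.15) in cluster 3. In cluster 2 *Mrc1* (0.90) was -0.59 at a resolution of 0.8, -0.05 with log-normalized counts, and -0.82 among KRMs chosen by *C1qa*, *Fcrls* (2.96) was -0.73 at the first and 0.00 at the last, *Stab1* (1.02) -0.25 at the first, and *Cd14* (0.14) -0.18, -0.52, and -0.91. *Pf4* in cluster 3 was 0.28 with log-normalized counts (-0.08). With the held-out genes kept at a resolution of 0.8, *Mrc1* was -0.10 and *Cd14* -0.90 in cluster 4 (1.57 and 0.35), and *Hspa1b* -1 in cluster 5 (0.03). *Ccl4* in cluster 5 was 0.09 without replicate 1 (-0.51).

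By region, tests without the mouse as a factor called 3229 genes in zone I instead of 4871 and 1394 in zone III instead of 2921, where leaving out each mouse gave 1571 to 1703.

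Of clusters 0, 2, 3, and 6, the share of 1 differed from quiescence at 12 hours. That number was 2 among KRMs chosen by *C1qa*, without an upper limit on genes, with the mitochondrial limit, with log-normalized counts, after thinning to 1500 UMIs, and without quiescent replicate 1, 3 with doublets removed, and 4 with the held-out genes kept at either resolution. At day 1 it was 3, and 1 without the correction between libraries. At day 6 it was 2, but 4 without an upper limit on genes and 1 with the mitochondrial limit, without the correction, with log-normalized counts, after thinning, and without quiescent replicate 3 or day 6 replicate 1 or 3. At day 28 it was 1, and 2 without an upper limit on genes, with doublets removed, without the correction, and after thinning. Among log2 ratios past the threshold in the main setting or the other, these turned. Cluster 2 at day 6 (-0.06) was at 1.04 among KRMs chosen by *C1qa*, 0.57 without an upper limit on genes, 0.53 with the mitochondrial limit, and 8.93 without the correction. Cluster 5 (0.72 at 12 hours and 1.40 at day 1) was at -0.17 and -0.26 with the mitochondrial limit and at -0.16 at day 1 at a resolution of 0.8. Without the correction cluster 2 was at -1.10 at 12 hours (0.93), cluster 3 at 2.50 at 12 hours (-0.27) and 5.34 at day 28 (-0.82), cluster 6 at 0.06 at day 1 (-0.82), and cluster 0 at 4.87 at day 28 (-0.08). In that setting clusters 0, 2, 3, and 6 held only 2.79%, 0.08%, 0.24%, and 1.14% of quiescent KRMs. Cluster 4 was at 1.88 at 12 hours and 1.74 at day 1 with the held-out genes kept at a resolution of 0.8 (-0.21 and -1.14).

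The score of cluster 3 in its zone exceeded that in the others by 0.0724, and by 0.0183 with each spot assigned by its zone transcripts, 0.0005 among KRMs chosen by *C1qa* (added), and 0.0015 with both (added). For cluster 5 the last gave 0.0266. The range of the medullary index over time passed for clusters 0, 2, 3, and 6, where that of cluster 6 rests on quiescent scores below the 0.01 added. For cluster 3 (0.86) it did not pass without 12-hour replicate 2 or 3, day 6 replicate 2 or 3, or day 28 replicate 3 (0.72 to 0.86, against up to 1.06 over all sections left out), nor with genes higher in sections left out (0.95) or zones assigned by transcripts (0.55), where cluster 0 did not pass either (0.49). With quiescent KRMs as reference for every section none passed (1.29, 0.89, 0.85, and 0.55), and among KRMs chosen by *C1qa* clusters 0, 2, and 6 did not (1.90, 1.42, and 1.03).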

Differences from the paper's values

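KRMs chosen by more than 4 UMIs of *C1qa*, locations read from them, and the held-out genes kept at a resolution of 0.8 were picked after the data had been seen. The other settings were planned.

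The paper keeps 7 major KRM clusters, and 4 were matched here. Among the planned settings 5 were matched with a limit of 10% mitochondrial UMIs, without the correction between libraries, without an upper limit on detected genes, and at a resolution of 0.8. Among KRMs with more than 4 UMIs of *C1qa* 6 were matched, and with the held-out genes kept at a resolution of 0.8 6 as well. These numbers are within 1.5-fold of 7. With the held-out genes kept, with log-normalized counts, at a resolution of 0.2, and with doublets removed the number was 4. The paper's cluster 1 was matched only without the correction between libraries.

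Cluster 3 holds about 8% of quiescent KRMs in Fig. 5B, read by eye, and 14.8% here. Over the other settings it ran from 0.24% to 19.4%, and differed under each. Cluster 6 holds about 6% at quiescence in Fig. 5B, read by eye, and 3.31% here. It came within the margin with log-normalized counts (4.61%), and differed under the other settings. Cluster 2 holds about 30% at 12 hours in Fig. 5B, read by eye, and 11.3% here. It came within the margin when the held-out genes were kept (25.83%), and differed under the other settings. The unnamed clusters, 23.99% of KRMs, count in these shares here.

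The paper places heat shock transcripts, *Fos*, and *Btg2* in cluster 1. Here they were highest in cluster 3, with no cluster 1 resolved. The paper names *Ccl2* and *Tnip3* for cluster 5. Here both were higher in quiescent cluster 3, and in quiescent cluster 5 neither passed the test, while at day 28 *Tnip3* was 11.3-fold higher in cluster 5 and *Ccl2* lower. In the part of the paper's gene table that was read, *Ccl2* and *Tnip3* are listed under cluster 3, and *Fos* under cluster 3.

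The paper assigns each quiescent cluster to a zone. Here, in the main setting, cluster 3 had its highest mean score in zones IV and V, above the mean of the other regions in 3 of 3 mice. The scores of clusters 0, 2, and 6 were not highest there in the zone the paper gives. With transcripts that are higher in sections than in KRMs left out, cluster 2 did score highest in zone I, the paper's zone (0.722 against 0.681, 3 of 3 mice, exact permutation p = 0.172). For cluster 4 the paper names zone III and, elsewhere, the inner medulla, and here it scored highest in zones IV and V (0.798 against 0.418 in zone III). No cluster passed after adjustment, which a single cluster could not do with 64 arrangements. Spot positions were not used, so the 2 readings are not of 1 kind.

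The paper describes cluster 3 in the cortex after injury. Here its medullary index was higher at 12 hours and day 1 (0.77 and 0.63) than at quiescence (0.23) and lower at day 6. The direction turned with log-normalization, where the index fell from 1.19 to 0.25 and 0.57 at these times, as in the paper. Among KRMs chosen by *C1qa* the index was 0.54 at quiescence, 0.91 at 12 hours, and -0.25 at day 1. With zones assigned by transcripts it was 0.15, 0.52, and 0.05, so there too it was below quiescence at day 1 but not at 12 hours. The paper describes kidney cell markers after injury as similar to the quiescent profile. Here *Aqp2* and *Fxyd4* did not differ, while *Slc7a13*, *Nudt19*, and *Slc34a1* were lower at 1 or more times and *Havcr1* and *Lcn2* higher at all 4. The paper states that clusters 4 and 5 continued to be involved in chemotaxis at day 28. Here *Ccr2* was higher in cluster 5 and *Ccl2* in cluster 4, while *Ccl3* and *Ccl4* were lower in both.

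In the part of the paper's gene table that was read, 44 fold changes given as logarithms are above 20, with a highest value of 388.787 for *Cxcl9*. The scale of that column was not used here.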

Other observations

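The gene lists were fixed before the data were examined, though after the paper's table of cluster genes had been seen. The tests on the gene annotation and on dissociation were written down before they were run and after their patterns had been seen, and the tests on locations and on other groupings were written down after their results.

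Of 6 fibroblast genes 3, 5, and 6 were higher in whole sections at days 1, 6, and 28. *Col1a1* was 12.2-fold above quiescence at day 6 (334 ± 163 against 27.3 ± 10.7 CPM, log2 3.61, SE 0.58, adjusted p = 0.00164, edgeR) and 7.69-fold at day 28 (211 ± 130 CPM). *Mki67* was 2.74-fold higher at day 28. The T cell gene *Cd3e* was at 5.03 ± 3.14 against 0.771 ± 0.192 CPM at day 28 (6.39-fold, adjusted p = 0.00428), after no difference that passed at the 3 earlier times (adjusted p = 0.0987 to 0.405), and the NK cell gene *Nkg7* was lower at 12 hours (log2 -2.54) and higher at day 28 (log2 1.26). At day 28, 7 of 7 MHC class II genes were higher (camera adjusted p = 1.9e-05, or 0.425 with an estimated correlation), with *H2-Ab1* at 828 ± 376 against 209 ± 71.2 CPM (3.96-fold). Leaving out single sections was not tried for *Col1a1*, *Mki67*, *Cd3e*, or *Nkg7*. Of 13 repair and fibrosis genes 5, 8, 9, and 7 were higher in sections at 12 hours and days 1, 6, and 28, and of 20 inflammatory and chemotactic genes 10, 20, 9, and 11. Interferon-stimulated genes were lower at 12 hours (8, with 0 higher) and mixed at day 1 (7 higher, 1 lower).

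In KRMs *Ccr1*, a receptor for *Ccl3* and other chemokines, stood at 268 ± 30.6 CPM at day 1 and 362 ± 160 at day 6 against 20.2 ± 8.09 at quiescence (13.5-fold and 18.2-fold), and at day 28 it was 17.9 ± 2.13 (0.0666-fold of day 1, adjusted p = 1.6e-07, edgeR). *F13a1*, factor XIII, rose to 199 ± 147 from 7.16 ± 2.11 CPM at day 6 (27.2-fold), and *Cd38*, which consumes NAD, was 20.7-fold, 26.6-fold, and 28.0-fold higher at 12 hours, day 1, and day 6. *Mmp13*, a collagenase of the quiescent cells, fell to 54.7 ± 9.55 from 358 ± 60.3 CPM at day 1 (0.153-fold) and by more at day 6 (log2 -3.61, or -5.04 without day 6 replicate 2). From day 1 to day 28, 3264 genes were higher and 3105 lower, with *Ciita* higher (log2 3.61) and *Mt2* lower (log2 -5.87), 2 times that share the CD11b+ gate and differ in annotation. Monocyte genes were higher at 12 hours and days 1 and 6 (9, 9, and 8 of 13, with camera adjusted p = 0.0443, 0.0749, and 0.00439, and at least 0.553 with an estimated correlation), so cells of recent monocyte origin may be part of these changes, as the share of KRMs placed in cluster 5 by *C1qa* was higher at day 1 (log2 1.40, but -0.26 with a limit of 10% mitochondrial UMIs).

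Tubular injury genes were higher in KRMs at 12 hours, day 1, and day 6 (7, 9, and 8 of 9; camera adjusted p = 0.00232, 9.9e-05, and 0.0002, or 0.553 at each with an estimated correlation). Of the other lists in KRMs, against quiescence, proliferation genes were higher at day 6 (5 of 10) and 2 higher and 3 lower at day 28, fibroblast genes 1 higher and 4 lower at 12 hours, erythrocyte genes 3 higher of 3 at 12 hours, proximal tubule genes 6 of 7 lower at day 6, and dendritic cell genes 2 higher at day 28. T cell genes were higher at 12 hours (2 of 3) and 1 of 2 B cell genes lower.

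A first pattern concerns the gene annotation. In KRMs 75 genes changed by at least 4-fold in 1 direction at both 12 hours and day 28 and passed the threshold at neither day 1 nor day 6, 63 higher and 12 lower. Of these, 31 (41.3%) share exons on the same strand with a gene that only 1 of the 2 gene lists holds, against 2.36% of 11773 other genes, a ratio of 17.5 (Fisher's exact test, p = 7.3e-30), as would follow if reads were assigned differently by the 2 annotations. *Nme2*, with a log2 change of 8.46 at 12 hours and 0.31 at day 1, is 1 of them. The sections were all counted against 1 list. There 57 of the 75 genes reached 1 CPM, with or without a shared exon. Their median log2 change was 0.02 at 12 hours and 0.52 at day 28. Of the 75 genes 44, such as *Atp6v0c* and *Taf6l*, share no such exon. What changed them was not tested. Leaving out genes that share exons moved the count at 12 hours from 5145 to 4969 and at day 28 from 4025 to 3845.

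A second concerns the prediction scores by region. When the labels of the reference KRMs were shuffled 200 times, 92% of shuffles gave cluster 0 a difference between its zone and the others at least as large as the real one, 27% for cluster 2, 65% for cluster 3, and 63.5% for cluster 6, and for KRMs chosen by *C1qa* 13.5% for cluster 4 and 54% for cluster 5, so the transfer itself may give such differences. For cluster 0 among KRMs chosen by *C1qa* the share was 0%. With transcripts that are higher in sections than in KRMs left out of the anchors, the difference for cluster 3 shrank from 0.0724 to 0.0289, so tissue transcripts may carry part of it, while for clusters 0, 2, and 6, which showed no higher score in their zone to begin with, it became -0.0124, 0.0404, and 0.004.

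The last concerns *Fos*, *Cxcl2*, and the other transcripts of cluster 3, which dissociation might raise. If so, they would be at least 4-fold lower in quiescent sections, relative to the C1q genes, than in quiescent KRMs. The median over 19 genes of the level in KRMs over that in sections was 0.21, but a control of 9 resident macrophage genes gave 0.32, so the comparison cannot tell. *Cxcl2* (29.5-fold), *Ccl3* (13.3-fold), and *Ccl4* (5.94-fold) were lower in the sections, and *Jund*, *Ier3*, and *Klf2* higher. KRMs that were never dissociated would be needed.

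Whether other groupings of the libraries give as many genes was counted for each comparison. For KRMs, 1 of 10 splits of 6 libraries, the real one, gave 5145, 5518, 3748, 4025, and 6369 genes (12 hours, day 1, day 6, and day 28 against quiescence, and day 28 against day 1), and the highest other split 0. For sections the real splits gave 6884, 7040, 2291, and 5166 and the highest other 0, 1, 0, and 0. For clusters 0, 2, 3, 4, 5, and 6 the real one of 4 swaps within mice gave 1561, 621, 1446, 524, 241, and 331, and the highest other 0, 0, 0, 0, 3, and 6. With 10 and 4 splits no share under 0.05 can be had. For regions the real labels gave most genes (1 grouping each), which excludes nothing, since the regions were drawn from the same transcripts: 4871 against 4658 in zone I (39 draws), 6926 against 979 in zone II (40), 2921 against 77 in zone III (40), and 6959 against 3549 in zones IV and V (41).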
